# STAT5B^N642H^ is a driver mutation for T cell neoplasia

**DOI:** 10.1172/JCI94509

**Published:** 2017-12-04

**Authors:** Ha Thi Thanh Pham, Barbara Maurer, Michaela Prchal-Murphy, Reinhard Grausenburger, Eva Grundschober, Tahereh Javaheri, Harini Nivarthi, Auke Boersma, Thomas Kolbe, Mohamed Elabd, Florian Halbritter, Jan Pencik, Zahra Kazemi, Florian Grebien, Markus Hengstschläger, Lukas Kenner, Stefan Kubicek, Matthias Farlik, Christoph Bock, Peter Valent, Mathias Müller, Thomas Rülicke, Veronika Sexl, Richard Moriggl

**Keywords:** Hematology, Oncology, Leukemias, Lymphomas, T cells

## Abstract

*STAT5B* is often mutated in hematopoietic malignancies. The most frequent *STAT5B* mutation, Asp642His (N642H), has been found in over 90 leukemia and lymphoma patients. Here, we used the *Vav1* promoter to generate transgenic mouse models that expressed either human STAT5B or STAT5B^N642H^ in the hematopoietic compartment. While STAT5B-expressing mice lacked a hematopoietic phenotype, the STAT5B^N642H^-expressing mice rapidly developed T cell neoplasms. Neoplasia manifested as transplantable CD8^+^ lymphoma or leukemia, indicating that the STAT5B^N642H^ mutation drives cancer development. Persistent and enhanced levels of STAT5B^N642H^ tyrosine phosphorylation in transformed CD8^+^ T cells led to profound changes in gene expression that were accompanied by alterations in DNA methylation at potential histone methyltransferase EZH2-binding sites. Aurora kinase genes were enriched in STAT5B^N642H^-expressing CD8^+^ T cells, which were exquisitely sensitive to JAK and Aurora kinase inhibitors. Together, our data suggest that JAK and Aurora kinase inhibitors should be further explored as potential therapeutics for lymphoma and leukemia patients with the STAT5B^N642H^ mutation who respond poorly to conventional chemotherapy.

## Introduction

The 2 signal transducer and activator of transcription 5 proteins, STAT5A and STAT5B, encoded by 2 different genes with 89% DNA sequence homology, are downstream targets of cytokines and growth factors (1, 2). STATs are highly expressed and/or hyperactivated by tyrosine and serine phosphorylation in numerous hematopoietic cancers (3–6). The 2 STAT5 proteins have been reported to have redundant functions largely due to overlapping genome binding sites (7–9). There are different phenotypes upon genetic loss or somatic point mutation resulting in hyperactivation of STAT5A or STAT5B. STAT5B has a dominant role in immune cells, as suggested by its higher expression levels compared with STAT5A in NK or T cell subsets (7–9). Interestingly, mutations in cancer patients have predominantly been found in the Src homology 2 (SH_2_) domain of human STAT5B (hSTAT5B). This suggests that differences in hematopoietic transformation are due to differences in the level of STAT5 proteins and possible distinct chromatin-remodeling capabilities as a result of interactions with other transcriptional regulatory proteins (10–12). Recently, the hSTAT5B^N642H^ mutation was described as a gain-of-function (GOF) mutation in leukemic patients that causes enhanced and prolonged tyrosine phosphorylation (13–27). This mutation is associated with a poor prognosis and an increased risk of relapse, despite the use of combination chemotherapy (13). The N642H mutation is located in the center of the STAT5B SH_2_ domain, the phosphotyrosine-binding domain that is essential for the formation of parallel STAT5 dimers and efficient nuclear translocation (1). STAT5B^N642H^ has been found in more than 90 patients with 7 types of aggressive leukemia or lymphoma including γδ T cell–derived lymphoma, hepatosplenic T cell lymphomas, large granular lymphocytic (LGL) leukemia, T cell acute lymphoblastic leukemia (T-ALL), T cell prolymphocytic leukemia, NK/T cell lymphoma, and enteropathy-associated T cell lymphoma (13–25).

Studies in mice have implicated STAT5 signaling in the expansion of CD8^+^ T cells as well as the development of lymphoblastic lymphoma (28). Nevertheless, there is no evidence of whether the hSTAT5B^N642H^ mutation is capable of driving the development and progression of leukemia. Drug-sensitivity tests on hSTAT5B^N642H^-expressing leukemic blasts from T-ALL patients indicated that the mutation provides a survival advantage in leukemic cells (17).

Epigenetic abnormalities are major drivers of hematopoietic malignancies. Mutations in Tet methylcytosine dioxygenase 2 (TET2) and DNA methyltransferase 3α (DNMT3A) affecting DNA methylation are frequently found in T cell lymphoma (29). TET1/2 was also shown to interact with STAT5 in Tregs that are strictly dependent on STAT5 because of direct regulation of the STAT5 target genes *FOXP3* and *CD25* (30). Interestingly, the *DNMT3A* gene was shown to be controlled by STAT5 in AML cells (31). Drugs interfering with epigenetic changes are powerful tools in cancer drug development and have found entry into therapeutic strategies (29). A key role of STAT5 is to support the process of histone acetylation and methylation in T cells, which was shown for the *TCR* locus (32, 33). Furthermore, the histone methyltransferase EZH2 and histone deacetylase 1 (HDAC1) were shown to be recruited via STAT5 binding (34, 35).

Here, we investigated the oncogenic potential of the hSTAT5B^N642H^ mutation compared with the nonmutated hSTAT5B using *Vav1*-driven transgenic mouse models. In contrast to WT hSTAT5B, moderate hSTAT5B^N642H^ expression levels triggered leukemia or lymphoma development, which manifested as a transplantable CD8^+^ T cell disease. Transcriptome and DNA methylome analyses illustrated profound changes in gene expression and reduced DNA methylation of potential EZH2-binding sites, with Aurora kinases being one of the most altered genes in hSTAT5B^N642H^-transgenic animals. In line with this, we found that Aurora kinase and JAK inhibitors were effective in blocking neoplastic T cell expansion and organ infiltration driven by hSTAT5B^N642H^. This suggested that inhibitors of Aurora kinases and JAK have potential as a treatment for patients suffering from hSTAT5^N642H^-driven lymphoma or leukemia.

## Results

### hSTAT5B^N642H^ is an activating mutation in hematopoietic cells.

Somatic mutations of *STAT5B*, many of which are located in the SH_2_ domain, have been found in patients with lymphoid neoplasia (Figure 1A) (13–26, 36). To investigate the impact of these somatic mutations on hSTAT5B activity, we analyzed different potential GOF mutations in 293T cells using tyrosine phosphorylation of STAT5 (pY-STAT5) as a correlation for activity. We observed high pY-STAT5 levels under steady-state conditions in cells expressing the N642H mutation, the most frequent STAT5 mutation in patients with leukemia or lymphoma. The 2 SH_2_ domain variants Y665H and Y665F also showed enhanced activity in the absence of cytokine stimulation (Figure 1B). We observed a similar pattern of pY-STAT5B upon expression of the N642H mutant in the murine pro–B cell line Ba/F3 and the murine myeloid cell line 32D (Figure 1C). In contrast, expression of hSTAT5B at comparable levels failed to induce significant pY-STAT5 in the absence of IL-3 stimulation (Figure 1C and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI94509DS1). Importantly, hSTAT5B^N642H^ rendered Ba/F3 and 32D cells cytokine independent, supporting the finding of a proto-oncogenic potential of hSTAT5B^N642H^ (15) (Supplemental Figure 1B).

### Vav1-driven expression of hSTAT5B^N642H^ induces cancer.

Given that hSTAT5B^N642H^ was found in different hematopoietic cancers, we expressed hSTAT5B or hSTAT5B^N642H^ in mice during early hematopoiesis using the *Vav1* oncogene promoter. This led to transgene expression primarily in cells of the hematopoietic system, including hematopoietic stem cells (HSCs) (37) (Supplemental Figure 2, A and B). Transgenic mice expressing hSTAT5B^N642H^ rapidly developed malignant disease leading to death between 40 and 100 days of age. hSTAT5B-transgenic mice showed no signs of disease when sacrificed at the age of 12 months or older (Figure 2A). Despite expressing comparable levels of total STAT5, only hSTAT5B^N642H^-transgenic mice showed elevated pY-STAT5 signals, indicating strong and persistent tyrosine phosphorylation (Figure 2B). In line with this observation, *Vav1*-driven expression of hSTAT5B^N642H^, but not hSTAT5B, led to increased numbers of progenitor cells throughout all early hematopoietic compartments, including lineage^–^Sca1^+^c-Kit^+^ cells (LSKs), long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), and multipotent progenitors (MPPs) (CD150^+^CD48^–^, CD150^+^CD48^+^, CD150^–^CD48^+^ fractions) (Figure 2C). Likewise, the numbers of common lymphoid progenitors (CLPs) and myeloid progenitor cells (MPCs) were significantly elevated in mice expressing hSTAT5B^N642H^ (Figure 2D). hSTAT5B^N642H^ mice had 3 times more CLPs than did WT mice, which translated into expansion of CD3^+^ T cells, but not CD19^+^, B cells in their BM (Figure 2E and Supplemental Figure 2C). The elevated number of MPCs was also accompanied by a significant increase in the percentage of CD11b^+^Gr1^+^ cells in the BM of hSTAT5B^N642H^ mice (Supplemental Figure 2C).

Analysis of WBC counts in hSTAT5B^N642H^ mice revealed an increase of approximately 20-fold compared with that detected in hSTAT5B and WT mice (Figure 3C). The WBC count in hSTAT5B mice only increased slightly with age but remained within a physiological range (Supplemental Figure 3B). The drastic increase in the WBC count in STAT5B^N642H^ mice was correlated with an expansion of CD8^+^ T cells (Figure 3C). Similarly, CD8^+^ T cells increased by 3-fold in the lymph nodes (LNs) of hSTAT5B^N642H^ mice (Figure 3D), which was confirmed by immunohistochemical staining (Supplemental Figure 3C). The numbers of CD4^+^ T cells were also moderately increased, whereas the percentage, but not the total number, of CD19^+^ B cells was reduced in the LNs of hSTAT5B^N642H^ mice compared with controls (Figure 3E and Supplemental Figure 3D). Hematocrit levels were comparable in all mouse models (Supplemental Figure 3E). We also observed a mild expansion of other hematopoietic cell types such as CD19^+^ B cells, CD4^+^ T cells, and CD11b^+^Gr1^+^ myeloid cells in the spleen (Figure 3E and Supplemental Figure 3F).

We used flow cytometry to analyze markers for T cell activation (CD25) and surface markers for T cell subpopulations, including naive CD8^+^ T cells (CD62L^hi^CD44^lo^), central memory CD8^+^ T cells (CD62L^hi^CD44^hi^), and effector memory CD8^+^ T cells (CD62L^lo^CD44^hi^) (38–40). This analysis showed that the leukemic cells expressed surface markers indicative of mature T cells with an activated phenotype and high expression of IL-2Rα (CD25), a direct target gene of STAT5 (41) (Figure 3F). Fifty percent of the diseased CD8^+^ T cells also expressed markers reminiscent of central memory T cells. Moreover, we found that the percentage of cells expressing markers for effector memory T cells was elevated in the diseased mice compared with that observed in WT controls (Figure 3G). High numbers of proliferating T cells were associated with splenomegaly and lymphoma formation, and proliferating T cells were found to heavily infiltrate peripheral organs, leading to fatal pulmonary obstruction (Figure 4 and Supplemental Figure 4).

To test whether the T cell disease in hSTAT5B^N642H^-transgenic mice was transplantable, we transferred BM cells from mutant or WT control mice i.v. into nonirradiated, immunocompromised NSG recipient mice. The recipients of mutant cells became terminally sick approximately 3 months after injection (Figure 5A). Bone marrow transplantations (BMTs) induced disease, with a phenotype comparable to that of hSTAT5B^N642H^-transgenic mice. The disease was characterized by enlarged spleens and lymphoma formation, with T cell infiltration into peripheral organs (Figure 5B and Supplemental Figure 5, A and B) caused by excessive expansion and infiltration of CD8^+^ T cells (Figure 5, C and D). Of note, the i.v. injection of CD8^+^ T cells from diseased mice into nonirradiated Ly5.1^+^CD45.1^+^ recipient mice was sufficient to phenotypically recapitulate the primary disease, identifying the CD8^+^ T cells as the malignant cell pool (Figure 5, E–G, and Supplemental Figure 5, C and D).

### JAK inhibitors suppress disease progression in the hSTAT5B^N642H^-driven disease model.

A number of treatment regimens have been suggested for leukemia and lymphoma patients carrying the hSTAT5B^N642H^ mutation. However, there is limited knowledge about the effectiveness of these treatments, partially because of the lack of a suitable preclinical model (17, 18). Typically, STAT5 is activated in response to cytokine signaling, and cells harboring the hSTAT5B^N642H^ mutant show prolonged pY-STAT5 levels upon stimulation rather than being constitutively active (18). When we analyzed the level of pY-STAT5 in primary T cells derived from the LNs of WT and hSTAT5B- and hSTAT5B^N642H^-transgenic mice, we detected drastically reduced levels of pY-STAT5 one hour after IL-2 deprivation in WT and hSTAT5B-expressing T cells. In contrast, low levels of pY-STAT5 remained detectable up to 4 hours after IL-2 removal in hSTAT5B^N642H^-expressing T cells (Figure 6A). The finding that cytokines efficiently activated hSTAT5B^N642H^ prompted us to test whether cells carrying the hSTAT5B^N642H^ mutation are sensitive to JAK inhibition. As expected, the FDA-approved JAK inhibitors ruxolitinib and tofacitinib reduced the activation of STAT5 and cell viability, with an IC_50_ of 0.11 μM (ruxolitinib) and 0.12 μM (tofacitinib) and comparable IC_50_ values for all genotypes (Figure 6, B and C, and Supplemental Figure 6A). Moreover, other FDA-approved drugs such as HDAC inhibitors for the treatment of T cell lymphoma were tested (42). Entinostat and several other drugs were also found to be effective in inducing apoptosis in T cells, with an IC_50_ in the nanomolar range, but did not exert differential effects between hSTAT5B- and hSTAT5^N642H^-expressing cells (Supplemental Figure 6A and Supplemental Table 1).

Following the in vitro data, we investigated the effect of ruxolitinib in vivo by treating hSTAT5B^N642H^ CD8^+^ T cell recipient Ly5.1^+^CD45.1 mice, 60 days after transplantation, with ruxolitinib (45 mg/kg) for a period of 30 days. The treatment significantly reduced the size of LNs and spleens (Figure 6, D and E). The WBC count as well as CD25 expression on donor hSTAT5B^N642H^ CD8^+^ T cells were also reduced upon ruxolitinib treatment (Figure 6F and Supplemental Figure 6B). Furthermore, ruxolitinib decreased the degree of T cell infiltration into the lungs, skin, BM, LNs, and spleens of treated mice, leading to a substantial reduction in disease burden (Figure 6G and Supplemental Figure 6C). The treatment did not significantly affect the myeloid cell population in the hematopoietic organs (Supplemental Figure 6D).

### hSTAT5B^N642H^ CD8^+^ T cells exhibit substantial changes in gene expression profile, accompanied by specific changes in DNA methylation.

Given the leukemogenic effect of hSTAT5B^N642H^, which is not shared by WT hSTAT5B, we next investigated alterations in gene expression and epigenetic modifications in T cells derived from both mouse models. CD8^+^ T cells were isolated from the LNs of 13-week-old WT and hSTAT5B and hSTAT5B^N642H^ diseased mice, and mRNA sequencing analysis was performed. While the global expression patterns of WT and hSTAT5B CD8^+^ T cells were comparable, the gene expression signature of cells expressing hSTAT5B^N642H^ showed a distinct pattern (Figure 7A). We found a significant upregulation of 564 genes and a significant downregulation of 371 genes in T cells derived from hSTAT5B^N642H^ compared with that observed in WT T cells (FDR-adjusted *P* < 0.05) (Supplemental Figure 7A). As expected, known STAT5 targets such as *Ccl5*, *Ccr5*, *Pim1*, *Bcl2*, and *Il2r* were among the top upregulated genes, confirming *hSTAT5B^N642H^* transgene specificity (Supplemental Figure 7, B and C and Supplemental Tables 2 and 3) (7–9). Importantly, gene set enrichment analysis (GSEA) confirmed that genes upregulated in CD8^+^ T cell lymphoma patients were highly enriched, which emphasized the validity of our model (Figure 7B) (43, 44). Additional pathway analysis showed that E2F targets, the G_2_M checkpoint, and MYC targets were the most upregulated pathways, underlining the high proliferation rate of leukemic cells and indicating hSTAT5B^N642H^ as a driver for cell-cycle progression (Figure 7C and Supplemental Figure 7, D and E). In contrast, inflammatory gene pathways or developmental core cancer pathways were significantly downregulated (*P* < 0.05), as analyzed by pathway analysis (Supplemental Figure 7E).

Besides its function as a transcription factor, STAT5 can shape chromatin by interacting with other chromatin-remodeling enzymes such as EZH2 (35, 45). As changes in DNA methylation patterns have recently been associated with malignant disease and particularly with leukemia (46, 47), we questioned whether the dramatic changes observed in the expression profiles of hSTAT5B^N642H^ CD8^+^ T cells would also be reflected by alterations in the DNA methylome. Using reduced representation bisulfite sequencing (RRBS), we found that overall DNA methylation across CpG islands (CGIs) among hSTAT5B^N642H^ and WT T cells was highly consistent (Pearson’s *r* = 0.98), with only 1,380 CGIs being substantially different (absolute difference ≥5 percentage points) (Figure 7D) (48). 

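DNA methylation was measured in CD8+ T cells enriched from LNs of 13-week-old WT, hSTAT5B, and hSTAT5B N642H mice, with 2 libraries per genotype and 6 libraries in all. RRBS sequences bisulfite-converted fragments of DNA digested with MspI, so that a methylated cytosine is read as C and an unmethylated one as T. The authors aligned the reads to GRCm38 with BSMAP and deposited, for each CpG and library, the number of methylated reads over the number of all reads. The files listed between 2597893 and 3445555 CpGs per library, with 43291086 to 67007186 reads on them. The median CpG had 5 to 11 reads, which is the lowest in WT replicate 1 and the highest in hSTAT5B N642H replicate 1. A single CpG, at position 98666503 of chromosome 2, took 6.86% to 11.2% of these reads. CGIs were called on the GRCm38 sequence with the UCSC rule, which gave 16095 CGIs with a median length of 543 bp. The level of a CGI in a library was the unweighted mean of its CpGs with at least 5 reads, and the level in a genotype was the mean over the libraries that covered it. Between 14422 and 14684 CGIs were covered per library, with a median of 22 to 27 CpGs and 322 to 676 reads per CGI. RRBS reads carry no molecular identifiers here, so that reads at a CpG are not independent molecules.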

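The levels in hSTAT5B N642H and WT were compared at the 14657 CGIs covered in at least 1 library of both genotypes. Pearson's r across these CGIs, which are not independent replicates, was 0.985. Between single libraries of the 2 genotypes, r was 0.977 to 0.982, whereas it was 0.980 between the 2 WT libraries and 0.986 between the 2 hSTAT5B N642H libraries. The genotype means differed by at least 5 percentage points at 1129 CGIs, of which 640 were higher and 489 lower in hSTAT5B N642H. A threshold of 10 percentage points moved this count most, to 421 CGIs. Single libraries of 1 genotype differed by as much at 1509 CGIs in WT and at 1302 CGIs in hSTAT5B N642H.

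To set means of 2 libraries against means of 2 libraries, the 14213 CGIs covered in all 4 libraries were also compared after regrouping. The split by genotype put 982 of these CGIs past 5 percentage points, and the 2 mixed splits, with 1 library of each genotype on either side, put 809 and 824 past it. Both hSTAT5B N642H libraries lay on the same side of both WT libraries at 714 of the 982 CGIs (72.7%), against 56.0% and 56.2% in the mixed splits. Over all 14213 CGIs, not selected by the size of their difference, the share was 36.2%, where chance gives 33.3%. Chance gives more for the CGIs past the threshold, so that the mixed splits are the comparison to use for these. In a limma model on log2 ratios of methylated to unmethylated reads in all 6 libraries, 0 of 13637 CGIs had an adjusted p under 0.05. The smallest adjusted p was 0.771, and 770 CGIs had an unadjusted p under 0.05. The alternative that moved this count most was Fisher's exact test on reads pooled over the replicates, which leaves out the spread between mice and called 1317 CGIs. A quasi-binomial model of the reads with moderated dispersions called 38 CGIs.

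From the correlation and the number of CGIs past the threshold, the paper describes CGI methylation in the 2 genotypes as alike overall with a limited set of CGIs that differ, and goes on to relate these CGIs to gene expression.

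**Figure D1:**
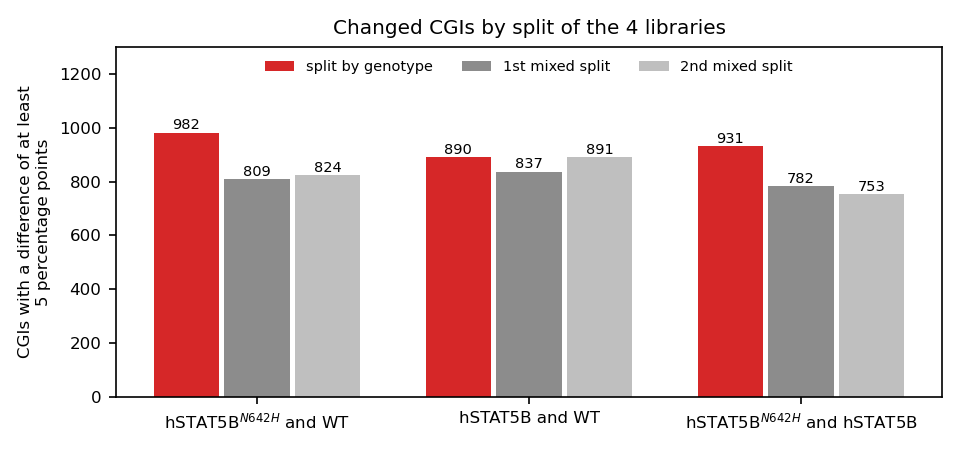
Number of CGIs (y axis) whose means over 2 libraries differed by at least 5 percentage points, for the 3 pairs of genotypes (x axis), among CGIs covered in all 4 libraries of a pair. Red bars show the split by genotype and gray bars the 2 mixed splits; for hSTAT5B N642H and WT the bars are at 982, 809, and 824 CGIs.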

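For hSTAT5B and WT, 14572 CGIs were covered in both genotypes, and Pearson's r across them was 0.988. Means of the 2 genotypes were at least 5 percentage points apart at 1048 CGIs, 582 higher and 466 lower in hSTAT5B. Among the 14097 CGIs covered in all 4 of these libraries, the split by genotype gave 890 such CGIs, while the mixed splits gave 837 and 891. In 558 of the 890 CGIs (62.7%), both hSTAT5B libraries were on one side of both WT libraries, compared with 57.3% and 62.9% in the mixed splits. Over all 14097 CGIs, not selected by size, the share was 33.2%, where chance gives 33.3%. This comparison had 0 CGIs with an adjusted p under 0.05 in limma, where the smallest was 0.664, and 896 CGIs with an unadjusted p under 0.05. The quasi-binomial model called 4 CGIs.

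Of the 14485 CGIs covered in all 3 genotypes, 438 were past the threshold in the same direction in hSTAT5B N642H and in hSTAT5B, both against WT, with 216 higher and 222 lower. Another 73 were past it in opposite directions. The comparisons share the WT libraries, which alone makes CGIs overlap. Among the 14036 CGIs covered in all 6 libraries the overlap was 374. A simulation drew 100 pairs of groups around the mean of all 6 libraries. Set against the same WT libraries, these pairs overlapped at a median of 310 CGIs (273 to 344). That mean contains the WT libraries, which lowers the simulated overlap, and the transgenic libraries, which adds part of any shift they share. The simulation therefore does not decide whether the overlap exceeds what shared WT libraries give. With a different WT library for each comparison, 269 or 300 CGIs overlapped in the same direction, and 289 or 230 were past the threshold in opposite directions. Whether hSTAT5B N642H differs from WT at more CGIs than hSTAT5B does was not tested.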

When comparing WT and hSTAT5B CD8^+^ T cells, we found weaker differences and overlaps (Supplemental Figure 8A). Combining DNA methylation analysis with mRNA expression data, we identified a small set of genes with substantial and concordant changes in DNA methylation and expression of genes within the proximity of differentially methylated CGIs (Supplemental Figure 8, B and C). 

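The mRNA expression data were not analysed here, so that only the methylation side of this comparison is given. A total of 14005 protein-coding genes lay within 10 kb of a CGI compared between hSTAT5B N642H and WT. Of these, 1515 (10.8%) were near a CGI past 5 percentage points. A CGI with lower methylation in hSTAT5B N642H was near 710 genes and one with higher methylation near 874, and 69 genes had CGIs of both kinds.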

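Kntc1 (ENSMUSG00000029414.11) lies on chromosome 5 of GRCm38 from 123749716 to 123821593, on the plus strand. The 1 CGI within 10 kb of it, from 123749146 to 123749713, ends 3 bp upstream of the gene. Its level was 23.3% ± 12.0 (SD, n = 2) in WT and 78.6% ± 10.1 (SD, n = 2) in hSTAT5B N642H, a rise of 55.3 percentage points. Few CpGs stand behind these values. With at least 5 reads per CpG, WT covered 3 and 2 CpGs with 19 and 17 reads, and each hSTAT5B N642H library covered 1 CpG with 7 reads. Only the CpG at 123749446 reached 5 reads in all 6 libraries. There, 4 of 9 and 7 of 11 reads were methylated in the WT libraries and 6 of 7 and 5 of 7 in the hSTAT5B N642H libraries. Summed over the replicates, 11 of 20 reads in WT and 11 of 14 in hSTAT5B N642H were methylated (2-sided Fisher's exact test, p = 0.275), and the mean levels were 24.5 percentage points apart, so that a difference at this CpG was not detectable at this depth. The further CpGs that entered the WT mean were unmethylated. The CGI had too few CpGs for the limma test.

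Top2a (ENSMUSG00000020914.17) lies on chromosome 11 from 98992943 to 99024189, on the minus strand, with 2 CGIs within 10 kb. The CGI from 99023930 to 99024182 overlaps an exon at the 5′ end of the gene. It had a level of 2.31% ± 0.655 (SD, n = 2) in WT and 5.15% ± 3.44 (SD, n = 2) in hSTAT5B N642H, a rise of 2.84 percentage points that was smaller than the spread between the hSTAT5B N642H libraries, at 2.72% and 7.59% (limma, adjusted p = 0.980). Between 44 and 307 reads per library covered it in these genotypes. The rise was 5.15 with at least 10 reads per CpG, 5.27 without hSTAT5B N642H replicate 1, and 0.407 without hSTAT5B N642H replicate 2. The CGI from 98982169 to 98983029, which is 9914 bp downstream, had 1.27% ± 0.197 (SD, n = 2) in WT and 1.10% ± 0.575 (SD, n = 2) in hSTAT5B N642H (limma, adjusted p = 0.871), from 346 to 641 reads per library. Its level fell by 0.161 percentage points, and by 1.36 with at least 10 reads per CpG, and the change was -0.568 to 0.245 with each library left out.

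**Figure D2:**
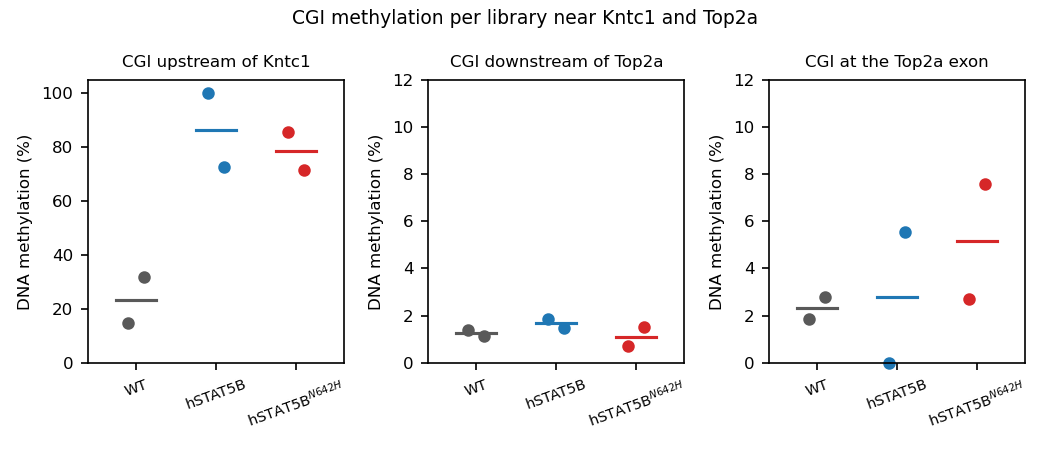
DNA methylation (y axis, percent) of the CGI upstream of Kntc1 and of the 2 CGIs near Top2a in WT, hSTAT5B, and hSTAT5B N642H (x axis), with 1 point per library and a line at the mean of each genotype. The Kntc1 panel, with its own scale, has the hSTAT5B N642H points above the WT points, and in the Top2a panels all points lie under 8%.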

Interestingly, the genes with higher expression in hSTAT5B^N642H^ T cells and concordant loss of DNA methylation at nearby CGIs included the mitotic checkpoint protein KNTC1 (49) and the oncogene topoisomerase type IIα (*TOP2A*) (36, 50), which is known to regulate DNA topological structure and cell-cycle progression (Supplemental Figure 8B, right, sector II). None of these genes was substantially affected in hSTAT5B CD8^+^ T cells (Supplemental Figure 8B).

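In hSTAT5B CD8+ T cells, the CGI upstream of Kntc1 had a level of 86.4% ± 19.3 (SD, n = 2), which was 63.0 percentage points above WT. It came from 6 and 11 reads on a single CpG, and 1 library was at 100%. At that CpG alone the difference from WT was 32.3 percentage points. At the CGI overlapping an exon of Top2a the 2 hSTAT5B libraries were at 0% and 5.56%, the latter from 17 reads, and the mean was 0.463 percentage points above WT (limma, adjusted p = 0.997). The CGI downstream of Top2a was at 1.67% ± 0.278 (SD, n = 2), which was 0.400 percentage points above WT (limma, adjusted p = 0.936).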

### Specific DNA methylation changes in hSTAT5B^N642H^ reveal targets for therapy.

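The EZH2 and SUZ12 binding sites were not used here, and the enrichment was not recomputed. The CGIs that lost at least 5 percentage points in hSTAT5B N642H compared with WT had a median change of -8.66 percentage points, and 71 of them lost at least 20. Their median level in WT was 37.4%, whereas CGIs whose means were under 5 percentage points apart had a median of 2.12% in WT. This contrast follows in part from the selection, since a CGI at 2.12% cannot lose 5 percentage points. A smaller share of the CGIs with a loss spanned an annotated transcription start, with 92 CGIs (18.8%) against 58.7% of the CGIs under the threshold. They were also covered by fewer CpGs. In 203 of them (41.5%) at least 1 library had fewer than 5 CpGs, compared with 7.52% of the CGIs under the threshold. CGIs that gained methylation in hSTAT5B N642H had a median change of 7.74 percentage points and a median WT level of 8.55%. They resembled the CGIs with a loss in that 22.3% spanned an annotated start and 34.1% had fewer than 5 CpGs in at least 1 library. The lower WT level of gains than of losses also follows in part from the selection, since WT enters the difference. CGIs higher and lower in hSTAT5B than in WT had median WT levels of 14.8% and 23.8%.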

Location overlap analysis (LOLA) (51) of regions that lost methylation in T cells expressing hSTAT5B^N642H^ compared with WT cells revealed significant enrichment for sites known to bind EZH2 and/or SUZ12 proteins. These are components of polycomb repressor complex 2 (PCR2), which promotes methylation of histone 3 at lysine 27 (FDR-adjusted *P* ≤ 0.05, Fisher’s exact test) (Figure 8A, top, Supplemental Figure 9A, and Supplemental Table 4). STAT5 has recently been reported to oppose a network of transcription factors such as NF-κB and IKAROS in B cell acute lymphoblastic leukemia (52) and to interact with EZH2 (35). Furthermore, TOP2A expression has been previously linked to EZH2 expression in aggressive prostate cancer (53). Consistently, target genes of EZH2 and SUZ12 were found to be enriched in CD8^+^ T cells derived from hSTAT5B^N642H^ mice (Figure 8B, Supplemental Figure 9B, and Supplemental Table 5).

To investigate whether STAT5B^N642H^ has a role in the upregulation of these genes, we performed ChIP with isolated CD8^+^ T cells from WT, hSTAT5B, and hSTAT5B^N642H^ mice. Given its hyperactivation status, binding of hSTAT5B^N642H^ to DNA increased compared with that detected in WT murine STAT5B and hSTAT5B. The mutated STAT5 increased its binding to the *Cis* promoter and was also found at the promoter regions of the EZH2 known targets *Cdkn2a* and *Ccnd2*. In addition, it bound to the less methylated CGI in association with *Aurkb* (Figure 8C). 

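Aurkb (ENSMUSG00000020897.12) is on chromosome 11 of GRCm38, from 69045647 to 69051664 on the plus strand, with 3 CGIs within 10 kb. The CGI from 69045641 to 69046110 spans the annotated start of the gene. Its level was 1.72% ± 0.358 (SD, n = 2) in WT, 2.93% ± 0.511 (SD, n = 2) in hSTAT5B, and 1.46% ± 0.554 (SD, n = 2) in hSTAT5B N642H, with 117 to 387 reads per library. Compared with WT it fell by 0.253 percentage points in hSTAT5B N642H, less than the spread between replicates (limma, adjusted p = 0.924). The change was -1.17 with at least 10 reads per CpG, -0.795 with pooled reads, and -0.644 to 0.139 with each library left out. At the CGI from 69039957 to 69040434, which is 5213 bp upstream, the level was 1.29% ± 0.0466 (SD, n = 2) in WT and 1.95% ± 0.139 (SD, n = 2) in hSTAT5B N642H. This rise of 0.666 percentage points was larger than the spread between replicates and was not called (limma, adjusted p = 0.886). The CGI from 69059410 to 69060850, which is 7746 bp downstream, was at 2.05% ± 0.308 (SD, n = 2) in WT and 1.98% ± 0.300 (SD, n = 2) in hSTAT5B N642H (limma, adjusted p = 0.907). Its difference of -0.0702 percentage points was 0.777 with pooled reads and -2.39 with 1 read per CpG.

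**Figure D3:**
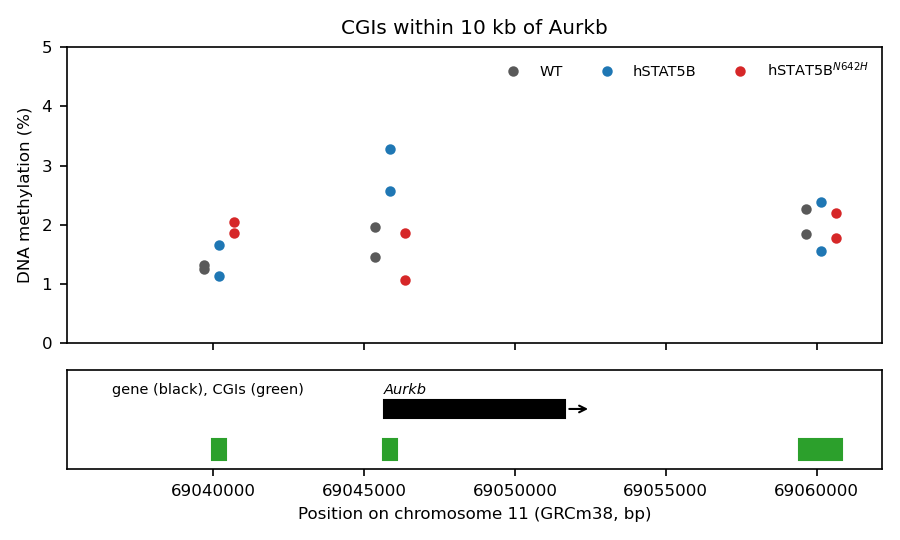
Position on chromosome 11 (x axis) of Aurkb and of the 3 CGIs within 10 kb, and the DNA methylation (y axis, percent) of each CGI, with 1 point per library, colored and set apart sideways by genotype. The points of all 3 CGIs lie between 1.07% and 3.29%.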

Although EZH2 binding was found to be reduced in hSTAT5B^N642H^ CD8^+^ T cells, EZH2 retained its binding at the same CGI (Figure 8D and Supplemental Figure 9C). However, hSTAT5B^N642H^ was not shown to have direct interactions with EZH2 (Figure 8E).

### STAT5B^N642H^-expressing T cells are sensitive to AURKB inhibition.

Among EZH2 target genes, the genes encoding Aurora kinase B (*Aurkb*) and DNA topoisomerase 2α (*Top2a*) were significantly upregulated, and AURKB targets were highly enriched in hSTAT5B^N642H^-expressing CD8^+^ T cells (Figure 8B and Supplemental Figure 10A). Western blot analysis showed that hSTAT5B^N642H^ mice had higher AURKB activity, and quantitative PCR (qPCR) analysis validated the hSTAT5B^N642H^-dependent upregulation of *Aurkb* levels in CD8^+^ T cells (Figure 9A and Supplemental Figure 10B). This led us to test the dual-specific JAK and Aurora kinase inhibitor AT9283 as a potential therapeutic in hSTAT5B^N642H^-expressing cells. We found that hSTAT5B^N642H^-expressing T cells were exquisitely more sensitive to AT9382, with a 10-fold lower IC_50_ compared with that of hSTAT5B-expressing T cells (Figure 9B), but not to etoposide, a TOP2A inhibitor (Supplemental Figure 10C). AT9283 was not effective in reducing STAT5 activation compared with ruxolitinib but efficiently reduced AURKB activity (Figure 9C). The high sensitivity of AT9283 could be an attribute of Aurora serine/threonine and JAK tyrosine/serine kinase combinatorial inhibition, as IC_50_ values of ruxolitinib and tofacitinib were similar in all genotypes (Figure 6 and Supplemental Figure 6). Combinatory treatment with ruxolitinib and AZD1152, an AURKB-specific inhibitor, showed an additive effect, which further supported our hypothesis (Supplemental Figure 10D). Although AZD1152 treatment did not affect STAT5 phosphorylation in all genotypes, it efficiently inhibited AURKB activity in hSTAT5B^N642H^-expressing T cells (Figure 9D).

## Discussion

Here, we provide evidence that the STAT5B^N642H^ mutation is a direct driver and not a bystander mutation for lymphoid malignancy. Expression of hSTAT5B^N642H^ triggers the development of leukemia or lymphoma characterized by highly proliferative and invasive CD8^+^ T cells. hSTAT5B^N642H^ activation remains largely cytokine dependent, which renders the diseased cells sensitive to JAK inhibition. When comparing T cells from transgenic hSTAT5B^N642H^ mice with those from their hSTAT5B counterparts, we found reduced DNA methylation of EZH2-binding sites. This correlated with an increase in the transcription of STAT5B and EZH2 target genes including the cell-cycle regulators *Top2A* and *Aurkb*, for which AURKB represents a potential therapeutic target.

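The levels in hSTAT5B N642H and hSTAT5B were compared at 14539 CGIs. Their means were at least 5 percentage points apart at 1083 CGIs, 550 higher and 533 lower in hSTAT5B N642H, and the lower ones had a median change of -8.81 percentage points. Across the 14106 CGIs covered in all 4 libraries, 931 were past the threshold when split by genotype and 782 and 753 in the mixed splits. The genotypes did not overlap at 656 of the 931 CGIs (70.5%), while the libraries on the 2 sides of the mixed splits did not overlap at 60.1% and 56.6%. Over all 14106 CGIs, not selected by size, the share was 35.0%, where chance gives 33.3%. By limma, 0 CGIs had an adjusted p under 0.05, with 815 at an unadjusted p under 0.05 and a smallest adjusted p of 0.804. The quasi-binomial model called 33 CGIs. Whether these CGIs are EZH2-binding sites was not tested, since the binding sites were not used here.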

T cells express considerably more STAT5B than do other cell types of the hematopoietic system (54–57), suggesting a privileged role for STAT5B in the T cell compartment (58). Moreover, STAT5B is the dominant STAT5 protein in effector and regulatory T cells, and the differences in STAT5A and STAT5B governing T cell function are largely associated with paralog expression differences (7, 59, 60). Transgenic mouse models expressing high levels of murine *Stat5a* or *Stat5b* developed lymphoblastic lymphoma at low penetrance (5%–25%) and with a late onset (up to 456 days) (28, 61).

We now show that moderate expression of hSTAT5B^N642H^, but not hSTAT5B, is sufficient to trigger an aggressive disease that causes rapid lethality at a young age, with full penetrance irrespective of gender, demonstrating the potent oncogenic role of the hSTAT5B^N642H^ mutation. Despite the *Vav1* promoter–dependent expression of hSTAT5B^N642H^ throughout the entire hematopoietic system, malignancy evolved in CD8^+^ T cells. This development could be a result of the CD8^+^ T cell sensitivity to the *Stat5a/b* gene dosage that was described previously in mice (62). Moreover, it has been reported that CD8^+^ T cells are more susceptible to oncogenic drivers, especially when these drivers are activated by cytokines or triggered via T cell receptors (62, 63). Similarly, hSTAT5B^N642H^ activation remains cytokine dependent, and the upregulation of IL-2Rα, a direct target of STAT5, resulted in CD8^+^ T cells becoming more sensitive to low doses of cytokine stimulation. So far, hSTAT5B^N642H^ mutations have primarily been found in patients with T cell or NK cell malignancies, pointing toward the sensitivity of these patients to aberrant STAT5 activation. When STAT5B^N642H^ was identified in CD8^+^ T cells in patients, such as those with T cell LGL (T-LGL) or epitheliotropic intestinal T cell lymphoma (13, 23, 64), it gave rise to more aggressive disease (26).

STAT5B^N642H^ has been shown previously to render Ba/F3 cells cytokine independent and to be constitutively active in HeLa cells (13, 15, 17). Ba/F3 cells have been used to determine the oncogenic potential of many leukemogenic drivers, however, the expression level of the oncogene is often very high, and the cells might have acquired additional mutations as a result of long-term cultivation. In cytokine-independent cell lines such as HeLa or HEK293T, STAT5 might be activated by other available growth stimuli. Cells expressing low levels of STAT5B^N642H^, however, remain dependent on cytokine stimulation, as shown in our diseased T cell model. This was also observed in NK cells by Küçük and colleagues (18).

The malignant transformation and expansion of CD8^+^ T cells in transgenic mice correlated with the upregulation of direct STAT5 target genes such as D-type cyclins, *Bcl2* family members, and *Pim* kinases, which promote cell-cycle progression and survival. Importantly, the most upregulated genes were E2F and MYC targets, which highlights the proliferative nature of the diseased T cells and explains the upregulation of numerous genes (65). STAT5B^N642H^ is hyperphosphorylated, and it would be interesting to study its potential different interactions with CD8^+^ T cell–specific activators or repressors compared with the less active WT STAT5B.

Recent work suggested that altered DNA methylation patterns in T cells are indicative or even causative for T cell transformation and that methylation of gene bodies was correlated with active transcription contributing to carcinogenesis (66, 67). Epigenetic regulators such as EZH2, TET1/2, and HDAC play important roles in leukemogenesis (68–71) and have been shown to interact with STAT5 (30, 31, 34, 35). EZH2 has been linked to the long-term repopulating capability, proliferation, and inhibition of apoptosis of HSCs (72, 73), all of which are important for transformed cells as well as for governing peripheral T cell fates (74). We demonstrate here that the expression of hSTAT5B^N642H^ not only led to transcriptional changes but also changed DNA methylation. Decreased methylation at EZH2- and SUZ12-binding sites in hSTAT5B^N642H^ T cells resulted in the upregulation of EZH2 target genes. There are conflicting reports regarding the interaction between EZH2 and STAT5. In 2011, Mandal and colleagues reported that STAT5 plays an essential part in the recruitment of EZH2 to repress Ig κ-chain (*Igk*) transcription in progenitor B cells (35). Others suggested that STAT5 and EZH2 compete for binding to regulatory sites, as shown in B cells and mammary epithelial cells (52, 75). We observed that, as a consequence of STAT5B hyperactivation, STAT5B^N642H^ bound more to DNA and subsequently upregulated many cell-cycle–regulating genes including *Top2a* and *Aurkb*. The fact that the cells were particularly sensitive to Aurora kinase inhibition underlines this observation.

Work by many groups identified STAT5 as an important target for therapy, since it is essential for JAK2^V617F^-, Flt3-ITD-, and BCR/ABL-driven diseases (76–78). Currently, intensive efforts are being made to inhibit STAT5 by blocking its SH_2_ domain (79). However, effective targeting of STAT5 remains challenging. Several different strategies have been suggested for the treatment of hSTAT5B^N642H^-expressing cells including the use of BCL2, MEK1/2, and JAK inhibitors (17, 18). Although some patients respond to JAK inhibitors, the lack of sensitivity in other patients requires broader therapeutic targets (16, 17). We believe that the hSTAT5B^N642H^-transgenic mouse model will serve as a valuable preclinical model. Using this model, we showed that the combined use of Aurora kinase and JAK inhibitors is a potential therapeutic strategy to treat lymphoma and leukemia patients with the STAT5B^N642H^ mutation.

We show here that hSTAT5B^N642H^ acts as a driver mutation in the development of leukemia and lymphoma and propose that upstream inhibition of JAK activation or the chromatin-remodeling partners of STAT5 could be an alternative targeting strategy for enhanced STAT5 activation.

## Methods

### Plasmid construction/mutagenesis and transfection.

hSTAT5B variants were generated using site-directed mutagenesis (80). Mutagenic PCR was performed using KOD Polymerase (Novagen). PCR products were subsequently digested with *DpnI* enzyme (New England BioLabs) to remove the methylated template according to the manufacturer’s protocol. *E. coli* was transformed with the digested reaction, and positive clones were selected by Sanger sequencing (81). Plasmid transfection was performed using Lipofectamine 2000 Reagent (Invitrogen, Thermo Fisher Scientific).

The cases of patients harboring the STAT5B^N642H^ mutation were assembled from previously published work (13–26, 36).

### Animals and generation of transgenic mice.

Transgenic mice were generated and bred on a C57BL/6NCrl background and maintained in a specific pathogen–free environment in the experimental mouse facility at the University of Veterinary Medicine (Vienna, Austria). We used the *Vav1-*hematopoietic vector *Vav1-hCD4 (HS21/45)* (37) to generate several transgenic mouse lines expressing hSTAT5B and hSTAT5B^N642H^ in the hematopoietic system and selected the lines B6N-Tg(STAT5B)731Biat and B6N-Tg(STAT5BN/H)726Biat, respectively, for further experiments. The hSTAT5B^N642H^ construct was generated using overlapping PCR technology as previously described (80) (forward primer: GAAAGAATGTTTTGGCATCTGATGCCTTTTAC; reverse primer: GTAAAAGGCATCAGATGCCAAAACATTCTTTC). The construct was digested with the *HindIII* restriction enzyme and gel purified for pronuclear injection (82). The transgenic mice were identified by genotyping PCR (forward primer: ACGCAGGACACAGAGAATGAG; reverse primer: GTGATGGTGGCGTTGACCTC). WT (C57BL/6NCrl) mice and B6-Ly5.1/Cr (B6.SJL-*Ptprc^a^Pepc^b^*/BoyCrCrl) mice were purchased from Charles River Laboratories, and NSG (NOD.Cg-*Prkdc^scid^ Il2rg^tm1Wjl^*/SzJ) mice were purchased from The Jackson Laboratory. Given the rapid development and strong phenotype of the hSTAT5B^N642H^-transgenic mice, the colony was propagated via in vitro fertilization with archived sperm cells (83).

### Hematocytometry and flow cytometry.

Mouse blood was collected into EDTA tubes (Greiner Bio-One Mini-Collect K3EDTA Tubes; Thermo Fisher Scientific) from the facial vein or from euthanized mice via cardiac puncture, and blood smears were stained using modified Wright staining. WBC counts were measured using an animal blood counter (scil Vet ABC).

For flow cytometry, erythrocytes were lysed using Gay’s solution (10 mM KHCO_3_ and 75 mM NH_4_Cl, pH 7.4). Single-cell suspensions were prepared by mincing organs through a 70-μm cell strainer (BD Biosciences). HSC staining was performed as previously described (84). All antibodies used for flow cytometry were purchased from eBioscience and BD (see Supplemental Table 6 for the list of the antibodies). All analyses were performed on the BD FACSCanto II using FACSDiva software (BD). Further analysis was performed using FlowJo software.

### Cell culture.

293T cells were cultivated with complete DMEM medium (10% FCS, 2 mM L-glutamine, 10 U/ml penicillin-streptomycin). Ba/F3 and 32D cells were cultivated with complete RPMI 1640 medium (10% FCS, 2 mM L-glutamine, 10 U/ml penicillin-streptomycin) (all from Gibco, Thermo Fisher Scientific) supplemented with IL-3 (1 ng/ml; ImmunoTools). IL-3 stimulation was performed with 10 ng/ml IL-3 for 20 minutes.

The hSTAT5B^N642H^, hSTAT5B, and B6N WT T cells were isolated from LNs and spleens from 8- to 12-week-old mice. Following T cell activation by anti-CD3 (BD), T cells were grown in complete RPMI 1640 medium containing 10 mM HEPES, 1× MEM nonessential amino acids, 50 μM β-mercaptoethanol (all from Gibco, Thermo Fisher Scientific), 1 mM sodium pyruvate (MilliporeSigma), and 100 U/ml human IL-2 (ProleukinÒ; Novartis).

Cytokine stimulation of T cells was performed with human IL-2 (100 U/ml; ProleukinÒ; Novartis), murine IL-4 (100 ng/ml; R&D Systems), or murine IL-7 (10 ng/ml; R&D Systems).

The 293T and 32D cell lines were gifts of M. Hengstschläger (Center of Pathobiochemistry and Genetics, Institute of Medical Genetics, Medical University of Vienna, Vienna, Austria) and F. Grebien (Ludwig Boltzmann Institute for Cancer Research, Vienna, Austria), respectively. The Ba/F3 cell line was provided by A. D’Andrea (Dana-Farber Cancer Institute, Harvard Medical School, Boston, Massachusetts, USA).

### Transplantation experiments.

BM cells (1 × 10^6^) from hSTAT5B^N642H^ or WT mice were transplanted by lateral tail vein injection into nonirradiated NSG mice. Mice were monitored daily and evaluated at the first sign of disease onset. CD8^+^ T cells were isolated using a CD8^+^ MagniSort Mouse T Cell Enrichment Kit (eBioscience), and sorted cells were checked with flow cytometry for their purity. Cells (1 × 10^6^) were injected i.v. into nonirradiated Ly5.1/CD45.1 mice.

### IHC.

Mouse organs were incubated overnight in 4% phosphate-buffered formaldehyde solution (Roti-Histofix; Carl Roth), dehydrated, embedded, and cut (4-μm-thick sections). For immunohistochemical staining, heat-mediated antigen retrieval was performed in citrate buffer at pH 6.0 (Dako) and stained with antibodies against CD3 (Thermo Fisher Scientific; RM-9107-S0; dilution 1:300); Ki67 (Novocastra, Leica Biosystem; NCL-Ki67p; dilution 1:1,000); and STAT5B (Santa Cruz Biotechnology; sc-1656; dilution 1:200) using standard protocols. Images were taken using a Zeiss Imager Z.1 microscope.

### Western blot analysis.

Western blotting (WB) was performed using standard protocols. The antibodies used were: monoclonal rabbit anti-mouse phosphorylated STAT5 (p-STAT5) (Invitrogen, Thermo Fisher Scientific; 716900; dilution 1:1,000); purified mouse anti-STAT5 (BD; 610191; dilution 1:2,000); monoclonal mouse anti-mouse HSC70 (Santa Cruz Biotechnology; sc-7298; dilution 1:10,000); monoclonal mouse anti-Flag M2 ( MilliporeSigma; F3156; dilution 1:1,000); monoclonal rabbit anti–p–Aurora A (Thr288), p–Aurora B (Thr232), and p–Aurora C (Thr198) (Cell Signaling Technology; 2914; 1:1,000); monoclonal rabbit anti-Aurora B/AIM1 (Cell Signaling Technology; 3094; 1:1,000); monoclonal rabbit anti–histone H3 (anti-H3) (Cell Signaling Technology; 4499; 1:1,000); monoclonal rabbit anti–p-H3 (Ser10) (Cell Signaling Technology; 53348; 1:1,000); ECL anti-mouse IgG; HRP-linked whole antibody from sheep (GE Healthcare; NA931V; dilution 1:10,000); ECL anti-rabbit IgG; and HRP-linked whole antibody from sheep (GE Healthcare; NA934V; dilution 1:10,000). WB quantification was performed using ImageJ software (NIH). (See the complete unedited blots in the supplemental material.)

### RNA sequencing and analysis.

mRNA was isolated from CD8^+^ T cells harvested from LNs from mice of all 3 genotypes. CD8^+^ T cells were enriched using a CD8^+^ MagniSort Enrichment Kit, and mRNA was isolated using TRIzol (MilliporeSigma) in combination with an RNeasy Mini Kit (QIAGEN). mRNA library preparation (SENSE mRNA-Seq Library preparation) and RNA sequencing (RNA-seq) was performed with an Illumina HiSeq 2500 at the Vienna Biocenter Core Facility (VBCF) Next-Generation Sequencing (NGS) Unit (www.vbcf.ac.at). Adapter trimming and removal of low-quality bases were performed using cutadapt. After alignment of reads against contaminating sequences (mitochondrial and ribosomal DNA), the remaining reads were aligned against GRCm37 using transcriptome-guided alignment with TopHat, version 1.4.1 (http://ccb.jhu.edu/software/tophat/index.shtml). Next, the htseq-count (http://htseq.readthedocs.io/en/master/count.html) with mode union was used to obtain gene counts for union gene models. Then, differentially expressed genes (log_2_ fold change >2 and FDR-adjusted *q* < 0.1) were determined using DESeq2, version 1.12.4 (Bioconductor).

For heatmaps, centered and scaled rlog-transformed library size–normalized counts were visualized using the heatmap.2 function of R package gplots, version 3.0.1 (https://www.rdocumentation.org/packages/gplots/versions/3.0.1).

Gene lists from differential expression analyses were ranked for the log_2_ fold changes between hSTAT5B^N642H^ and WT or hSTAT5B^N642H^ and hSTAT5B CD8^+^ T cells. Ranking lists were subsequently used for GSEA via the Broad Institute’s GSEAPreranked tool at the standard setting. Gene sets were obtained from current publications or from the Broad Institute’s Molecular Signatures Database (MSigDB). RNA-seq data and a description of the experimental design are available in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE104557).

### RRBS and analysis.

Genomic DNA from purified CD8^+^ T cells was isolated using an AllPrep DNA/RNA Mini Kit (QIAGEN) and subsequently subjected to RRBS and analysis. RRBS was carried out as described earlier (85). In brief, 100 ng genomic DNA was digested for 12 hours at 37°C with 20 units of *MspI* (New England BioLabs; R0106L) in 30 μl of 1× NEB Buffer 2. Fill-in and A-tailing were performed by the addition of Klenow Fragment 3′→ 5′ exo- (New England BioLabs; M0212L) and dNTP mix (10 mM dATP, 1 mM dCTP, 1 mM dGTP). After ligation to methylated Illumina TruSeq LT v2 adaptors using Quick Ligase (New England BioLabs; M2200L), the libraries were size selected by performing a 0.75× clean-up with AMPure XP beads (Beckman Coulter; A63881). Up to 12 libraries were pooled in equal amounts on the basis of qPCR data and bisulfite converted using the EZ DNA Methylation Direct Kit (Zymo Research; D5020) with the following changes to the manufacturer’s protocol: the conversion reagent was used at ×0.9 concentration; incubation was performed for 20 cycles of 1 minute each at 95°C, followed by 10 minutes at 60°C; and the desulfonation time was extended to 30 minutes. Bisulfite-converted libraries were enriched for up to 17 cycles using PfuTurbo Cx Hotstart DNA Polymerase (Agilent Technologies; 600412). After a 2× AMPure XP clean-up, quality control was performed using a Qubit dsDNA HS Assay Kit (Life Technologies, Thermo Fisher Scientific; Q32854) and an Experion DNA 1K Analysis Kit (Bio-Rad; 700-7107). Sequencing was performed on an Illumina HiSeq 3000/4000 System using the 5-bp single-end mode. Initial data processing was carried out at the Biomedical Sequencing Facility of the Medical University of Vienna (http://www.biomedical-sequencing.at) using an in-house pipeline based on Pypiper (http://databio.org/pypiper) and Looper (http://databio.org/looper). Sequences were trimmed for adapters using Trimmomatic (86) with the ILLUMINACLIP settings “:2:40:7 SLIDINGWINDOW:4:15 MAXINFO:20:0.50 MINLEN:18.” All reads were aligned to the GRCm38 (mm10) assembly of the mouse genome using BSMAP in its RRBS mapping mode (87, 88). DNA methylation levels for individual CpGs were calculated using custom Python scripts and loaded into RnBeads (89) for exploratory analysis and to aggregate DNA methylation estimates per CGI. The aggregated values were loaded into R for further analysis. Differentially methylated regions (absolute difference ≥5 percentage points) were compared with ChIP-seq peaks from the CODEX database (90) using LOLA (51) to find significant overlaps (FDR-adjusted *P* ≤ 0.05) with potential regulators and effectors of DNA methylation differences. To compare DNA methylation at CGIs with genes, each CGI was associated with all genes within a 10-kb window after conversion of the gene coordinates to the mm10 reference genome using the UCSC LiftOver tool (https://genome.ucsc.edu/cgi-bin/hgLiftOver). RRBS sequencing data were deposited in the NCBI’s GEO database (GEO GSE104557).

### Viability assay.

Murine T cells (5 × 10^4^) from hSTAT5B^N642H^ and WT mice were seeded in triplicate in 96-well plates. JQ1, 5-azacytidine, entinostat, etoposide, AT9283, tofacitinib, and ruxolitinib (all from Selleckchem) were added and incubated for 72 hours. All compounds were solubilized in DMSO (MilliporeSigma). DMSO and bortezomib (Selleckchem) were used as a negative and positive control, respectively. CellTiter-Glo reagent (Promega) was used to determine viability, measured on an EnSpire plate reader (PerkinElmer). IC_50_ values were determined by nonlinear regression using GraphPad Prism 6 (GraphPad Software).

### In vivo ruxolitinib treatment.

hSTAT5B^N642H^ CD8^+^ T cell transplant recipients were treated with ruxolitinib (Chemietek) twice a day by oral gavage at a dosage of 45 mg/kg. Ruxolitinib was dissolved in DMSO (MilliporeSigma) and subsequently diluted in 0.5% methylcellulose (w/v) (MilliporeSigma).

### ChIP.

CD8^+^ T cells (10^7^ cells) from WT, hSTAT5B, and hSTAT5B^N642H^ mice were isolated using a CD8^+^ MagniSort Enrichment Kit. Isolated cells were washed twice with ice-cold PBS supplemented with inhibitors (1 mM Na_3_VO_4_, 1 mM NaF, 1× cOmplete Protease Inhibitor Cocktail [PIC], Roche) and fixed with DSG (2 mM, 30 min; Thermo Fisher Scientific). Cells were washed twice with cold PBS supplemented with inhibitor and fixed with formaldehyde (1%, 10 min; MilliporeSigma). Fixation was quenched by incubation with glycine (125 mM, 5 min; MilliporeSigma). T cells were subsequently harvested by centrifugation (350 *g*, 5 min). Cell lysis was performed with 1% SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris [pH 8.1], 1 mM Na_3_VO_4_, 1 mM phenylmethylsulphonyl) at 4°C for 30 minutes and sonicated using a Diagenode Bioruptor (20 cycles with 30 seconds on, 30 seconds off, high magnitude). Sonication was followed by chromatin dilution (1:10) in dilution buffer (167 mM NaCl, 16.7 mM Tris [pH 8.1], 1.2 mM EDTA, 1.1% Triton-X, 0.01% SDS). Clear chromatin was harvested by centrifugation (10,000 *g*, 10 min, 4°C). Cleared chromatin was incubated with rolling at 4°C with 5 μg STAT5 (C-17) (Santa Cruz Biotechnology; sc-835 X), EZH2 (Diagenode; pAb-039-050), or IgG (Santa Cruz Biotechnology; sc-2027 X) overnight at 4°C. Diluted chromatin (1%) was kept as the input. Blocked Dynal Magnetic Beads (65 μl; Life Technologies, Thermo Fisher Scientific) were added per IP the following day and incubated for an additional 4 hours at 4°C. IP samples were washed 5 times with lithium chloride wash buffer (0.5 M LiCl_2_, 50 mM HEPES, 1 mM EDTA, 0.7% sodium deoxycholate, 1% NP-40) and then once in Tris-EDTA (TE) buffer containing 50 mM NaCl. Chromatin was eluted in 2× 100 μl elution buffer (1% SDS, 50 mM Tris, 10 mM EDTA). Eluted chromatin (20 μl) was used for WB analysis. Samples and inputs were incubated with 8 μl of 5 M NaCl at 65°C overnight and subsequently incubated with 0.5 M EDTA, 1 M Tris (pH 6.5), and proteinase K (10 mg/ml) for 2 hours at 55°C. RNA was lysed for 1 hour at 37°C using 0.2 mg/ml RNase-A (MilliporeSigma). Chromatin clean-up was performed using a PCR purification kit (QIAGEN). DNA was subjected to qPCR using GoTaq Real-Time qPCR (Promega), and the amount of amplification was quantified using standard curves. Primers are listed in Supplemental Table 7.

### Statistics.

Flow cytometric data are reported as the mean ± SD and were analyzed using GraphPad Prism 6 (GraphPad Software). Differences were assessed for statistical significance by an unpaired, 2-tailed Student’s *t* test and 1-way ANOVA with Bonferroni’s correction. Kaplan-Meier plots were analyzed using a log-rank (Mantel-Cox) test. *P* values for GSEA were determined using the Kolmogorov-Smirnov test. A *P* value of less than 0.05 was accepted as statistically significant.

### Study approval.

All animal experiments were approved by the institutional ethics committee and the Austrian Ministry BMWFW authorities under the animal license protocols BMWFW-68.205/0166-WF/V/3b/2015), BMWFW-68.205/0117-WF/V/3b/2016, and BMWFW-68.205/0103-WF/V/3b/2015. All mice were bred and maintained under standardized conditions at the University of Veterinary Medicine Vienna.

Additional details can be found in the Supplemental Methods.

## Author contributions

RM designed and supervised the study. HTTP, BM, MPM, EG, TJ, HN, ZK, TK, AB, SK, MF, MM, TR, VS, and RM designed and/or performed experiments. HTTP, RG, FH, and MPM analyzed data. JP and FG contributed to the interpretation of the data. LK interpreted IHC results. ME designed and performed experiments. PV, MH, and CB revised the manuscript with regard to critical intellectual content. HTTP, BM, VS, and RM wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
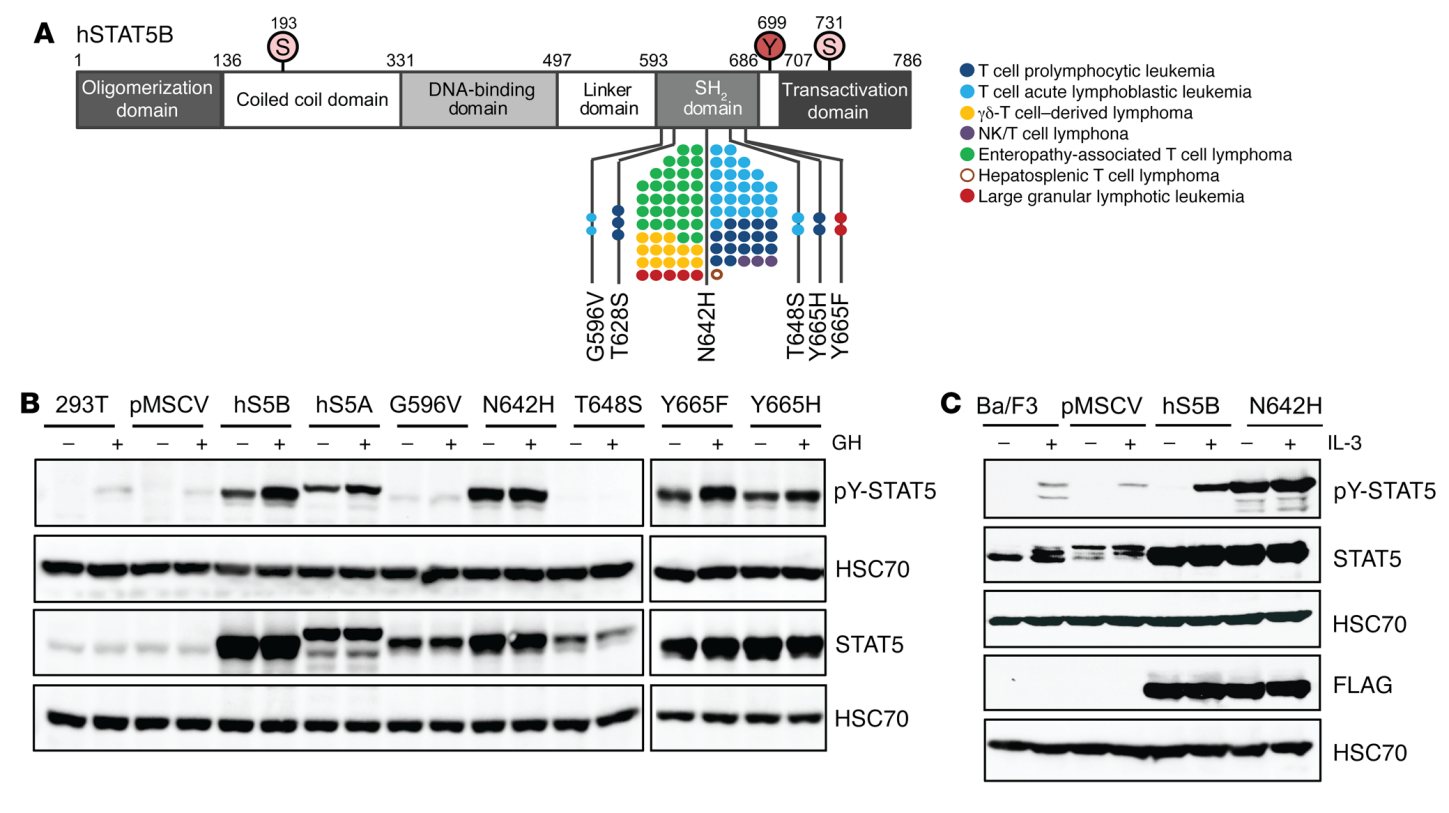
hSTAT5B^N642H^ is an activating mutation. (**A**) Schematic of STAT5B mutations identified in leukemia and lymphoma patients. Each dot represents 1 patient. (**B**) WB analysis of pY-STAT5, total STAT5 protein, and HSC70 in 293T cells that were transiently transfected with different hSTAT5B (hS5B) variants using a pMSCV-IRES-GFP vector, with or without growth hormone (GH) stimulation. (**C**) WB analysis of pY-STAT5, STAT5, FLAG, and HSC70 in hSTAT5B- or hSTAT5B^N642H^-expressing (N642H) Ba/F3 cells with or without IL-3 stimulation. (**B** and **C**) Nontransfected and pMSCV-transfected cells are shown as controls. Data presented in **B** and **C** are representative of 3 independent experiments. Samples were run on parallel gels for **B** and **C**, and a loading control is provided for each gel.

**Figure 2:**
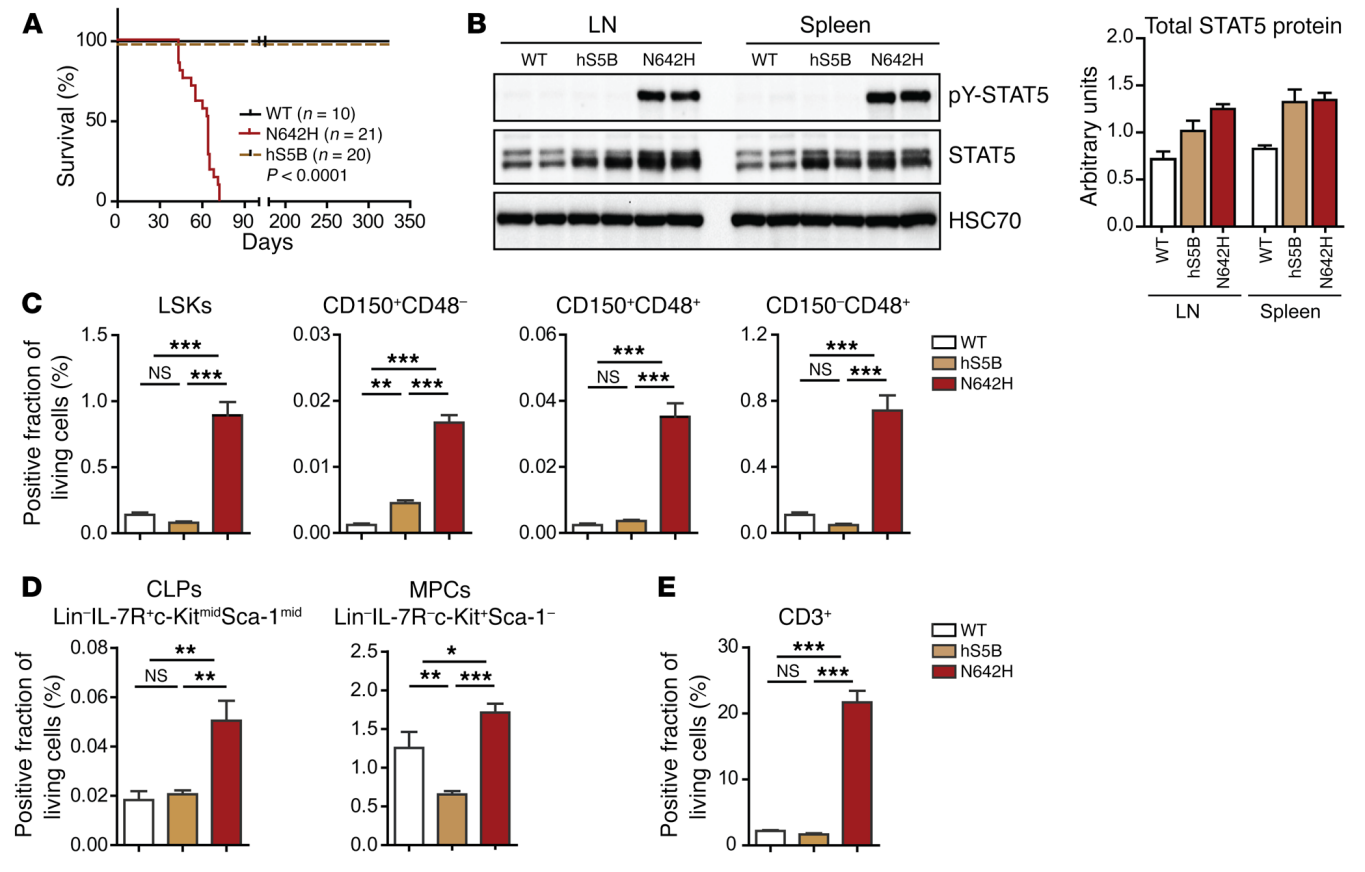
Moderate *Vav1*-driven expression of hSTAT5B^N642H^ in mice leads to HSC expansion. (**A**) Survival curve shows the percentages of disease-free survival of hSTAT5B^N642H^ (N642H) mice (*n* = 21) compared with that of hSTAT5B (hS5B) (*n* = 20) and WT (*n* = 10) mice. (**B**) WB analysis of pY-STAT5, total STAT5, and HSC70 in the LNs and spleens of WT mice and hSTAT5B^N642H^- and hSTAT5B-transgenic mice. Quantification of the WB was performed using ImageJ. Data are representative of 3 independent experiments. (**C**) Flow cytometric analysis of the percentage of LSKs, LT-HSCs (CD150^+^CD48^–^), ST-HSCs (CD150^+^CD48^+^), MPPs (CD150^–^CD48^+^), (**D** and **E**) common lymphoid progenitors (lineage^−^Sca1^+^IL-7R^+^AA4^+^), MPCs (lineage^−^Sca1^–^IL-7R^–^c-Kit^+^), and CD3^+^ cells in the BM of WT, hSTAT5B, and hSTAT5B^N642H^ mice. Analyses in **C**–**E** included 7-week-old WT (*n* = 7), hSTAT5B (*n* = 5), and hSTAT5B^N642H^ (*n* = 5) mice. Data represent the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001, by 1-way ANOVA with Bonferroni’s correction.

**Figure 3:**
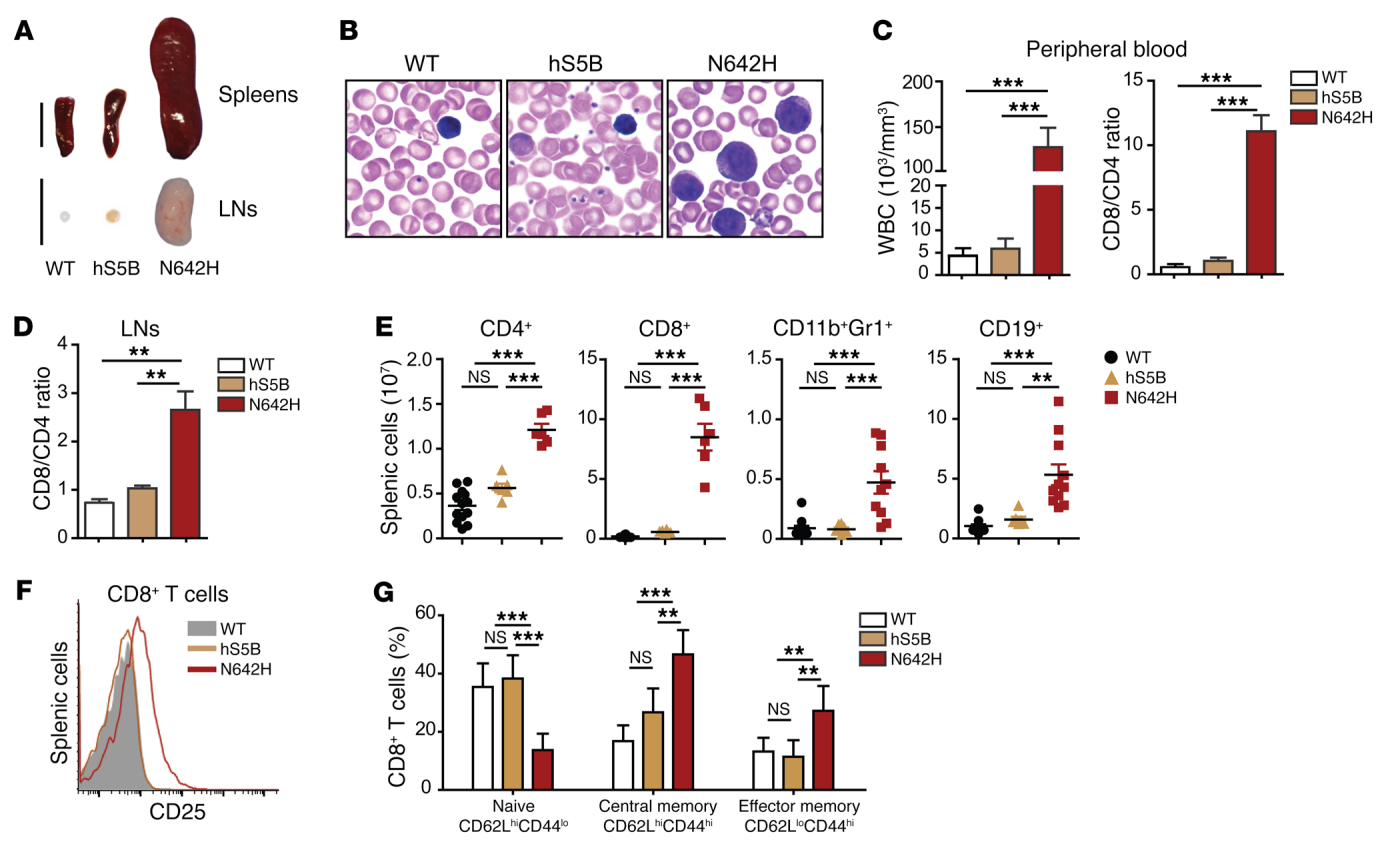
hSTAT5B^N642H^ mice suffer from an aggressive CD8^+^ T cell lymphoma. (**A**) Macroscopic comparison of hSTAT5B^N642H^ and hSTAT5B mouse spleens and LNs with those from WT mice. Scale bars: 1 cm. (**B**) Modified Wright staining of blood smears from hSTAT5B^N642H^ (N642H), hSTAT5B (hS5B), and WT mice (original magnification, ×100). (**C**) WBC count using an animal blood counter (scil Vet ABC). CD8/CD4 ratios in the peripheral blood were determined using flow cytometry. Analysis included 7- to 10-week-old WT (*n* = 20), hSTAT5B (*n* = 15), and hSTAT5B^N642H^ (*n* = 20) mice. (**D**) CD8/CD4 T cell ratios in LNs were determined using flow cytometry. Analyses included 7-week-old WT (*n* = 5), hSTAT5B (*n* = 5), and hSTAT5B^N642H^ (*n* = 5) mice. (**E**) Quantification of the absolute number of CD4^+^ and CD8^+^ T cells, myeloid cells (CD11b^+^Gr1^+^), and B cells (CD19^+^) in spleens from hSTAT5B^N642H^- and hSTAT5B-transgenic mice and WT mice. Analyses included 7-week-old WT (*n* = 13), hSTAT5B (*n* = 6), and hSTAT5B^N642H^ (*n* = 6 and 11) mice. (**F**) CD3^+^CD8^+^ splenic cells were analyzed by flow cytometry for their expression of CD25. Analyses included 8-week-old WT (*n* = 8), hSTAT5B (*n* = 9), and (*n* = 6) hSTAT5B^N642H^ mice. (**G**) CD3^+^CD8^+^ splenic cells were further analyzed for CD62L and CD44 expression. Analyses included WT (*n* = 8), hSTAT5B (*n* = 5), and hSTAT5B^N642H^ (*n* = 5) mice at 8 weeks of age. Data represent the mean ± SD. *n* ≥ 6. **P < 0.01 and ***P < 0.001, by 1-way ANOVA with Bonferroni’s correction.

**Figure 4:**
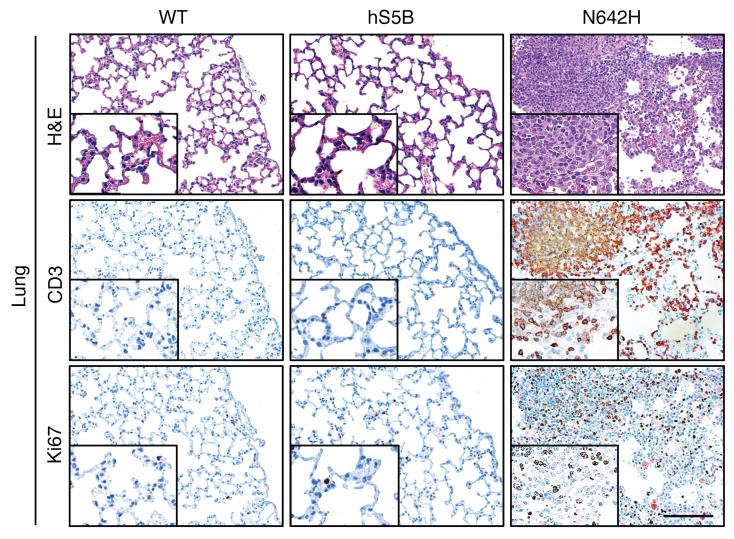
Highly proliferative T cells infiltrate into the peripheral organs of hSTAT5B^N642H^ mice. Histological analysis using H&E, CD3, and Ki67 staining of the lungs of 8- to 10-week-old hSTAT5B, hSTAT5B^N642H^, and WT mice. Data are a representative of 3 independent experiments. Scale bar: 100 μm. Original magnification, ×20 and ×40 (insets).

**Figure 5:**
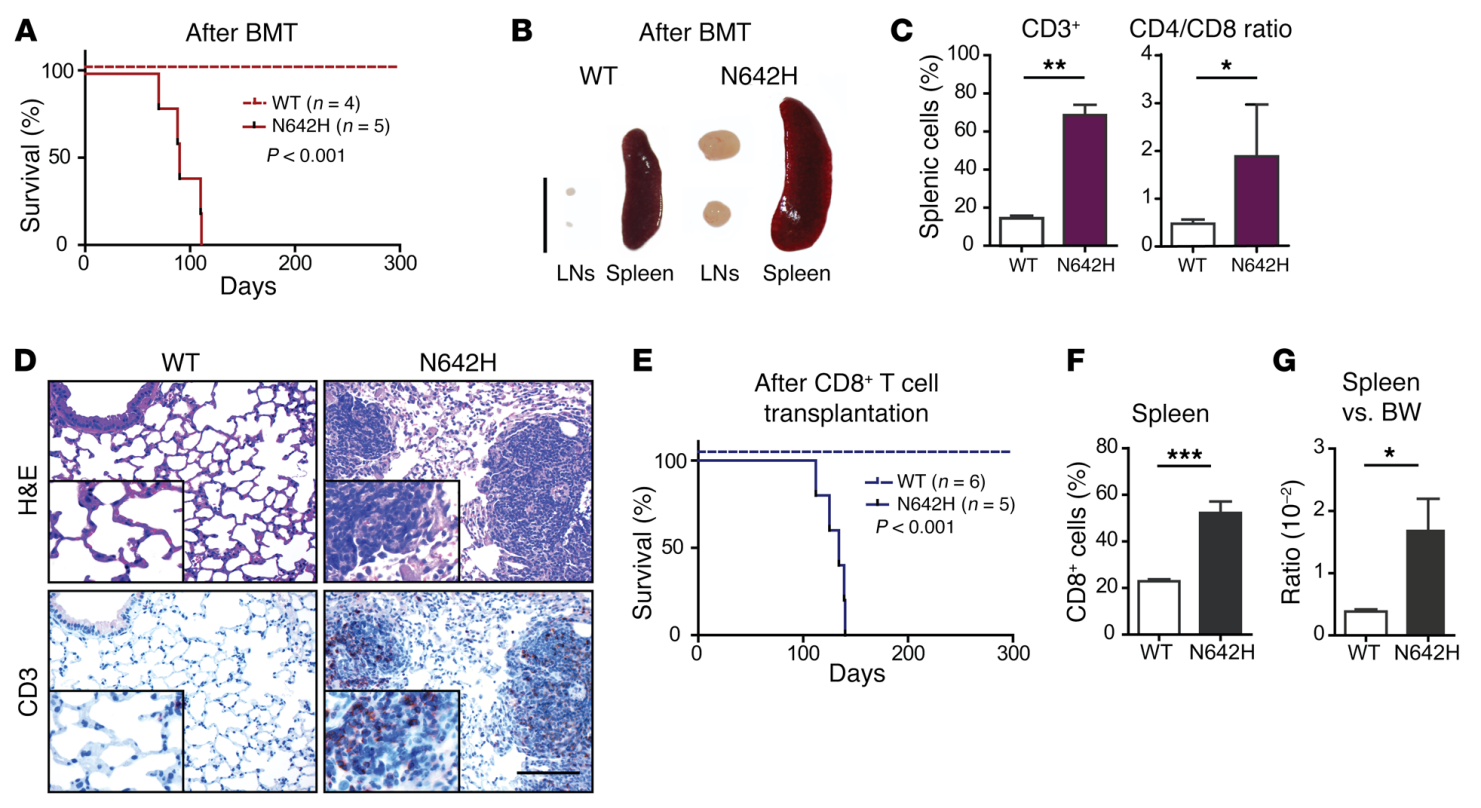
hSTAT5B^N642H^ CD8^+^ T cells are the cancer-initiating cells. (**A**) Percentage of disease-free survival following hSTAT5B^N642H^ whole BMT into 8-week-old NSG recipient mice compared with WT BMT. (**B**) Macroscopic view of LNs and spleen from a hSTAT5B^N642H^ BMT recipient mouse compared with those from a WT BMT recipient mouse. Scale bar: 1 cm. (**C**) Flow cytometric analysis shows the quantity of CD3^+^ cells and CD8/CD4 T cell ratio in the spleens of BMT recipient mice. (**D**) Histological analysis of CD3^+^ cells from the lungs of NSG recipient mice after hSTAT5B^N642H^ or WT BMT. Scale bar: 100 μm. Original magnification, ×20 and ×40 (insets). (**E**) Percentage of disease-free survival after hSTAT5B^N642H^ or WT CD8^+^ T cell transplantation into nonirradiated 8-week-old Ly5.1/CD45.1 recipient mice. (**F**) Flow cytometric analysis shows the quantity of splenic CD3^+^CD8^+^ cells in CD8^+^ T cell–transplanted mice. (**G**) Spleen versus BW ratios of WT and hSTAT5B^N642H^ CD8^+^ T cell–transplanted Ly5.1/CD45.1 mice. (**A**–**C**) *n* = 4 WT mice and *n* = 5 hSTAT5B^N642H^ mice; (**E**–**G**) *n* = 6 WT mice and *n* = 5 hSTAT5B^N642H^ mice. Data represent the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001, by unpaired, 2-tailed Student’s *t* test.

**Figure 6:**
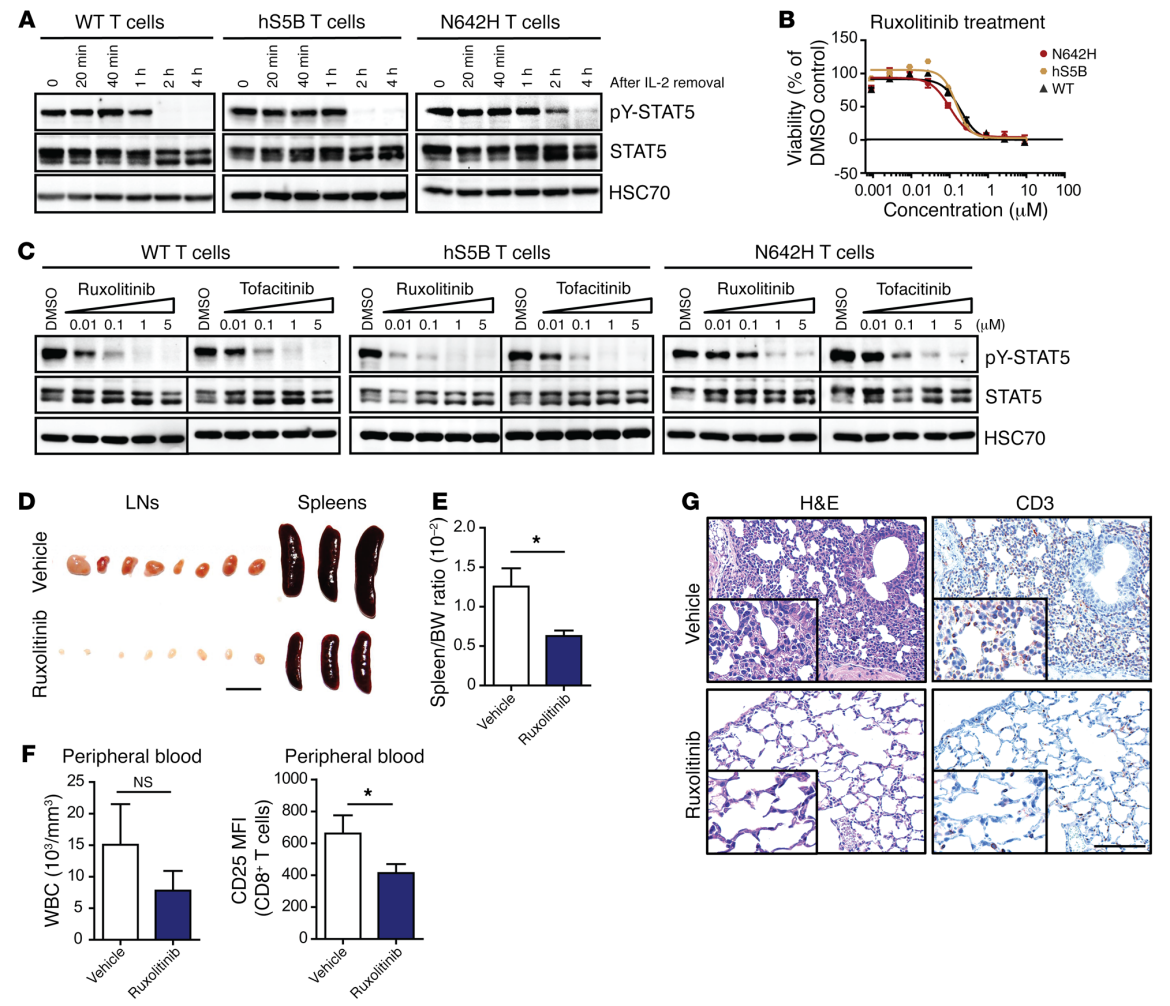
hSTAT5B^N642H^-driven diseased T cells can be treated with JAK inhibitors. (**A**) WB analysis of pY-STAT5 levels in isolated and cultivated LN T cells from hSTAT5B^N642H^, hSTAT5B, and WT mice after IL-2 removal. (**B**) Dose-response curve of WT, hSTAT5B^N642H^, and hSTAT5B T cells 72 hours after ruxolitinib treatment, analyzed using CellTiter-Glo (CTG) assay. IC_50_ values were determined using GraphPad Prism. Error bars indicate the mean ± SEM. DMSO (100% viability) and 10 μM bortezomib (0% viability) on each plate served as controls. (**C**) WB of hSTAT5B^N642H^, hSTAT5B, and WT T cell cultures after 5 hours of treatment with ruxolitinib or tofacitinib, analyzed for pY-STAT5. (**D**) Macroscopic view of LNs and spleens from CD8^+^ T cell–transplanted mice treated with ruxolitinib compared with vehicle controls. CD8^+^ T cell–recipient mice were treated with ruxolitinib at the dosage of 45 mg/kg twice a day for 30 days. (**E**) Quantification of spleen versus BW ratio of vehicle- and ruxolitinib-treated hSTAT5B^N642H^ CD8^+^ cell–transplanted mice. (**F**) WBC counts of vehicle- and ruxolitinib-treated hSTAT5B^N642H^ CD8^+^ cell–transplanted mice, measured using a scil Vet ABC animal blood counter. Flow cytometric analysis of CD25 expression in peripheral blood CD8^+^ T cells. MFI, mean fluorescence intensity. (**G**) Histological analysis of CD3^+^ cells in the lungs of recipient mice after treatment with ruxolitinib compared with the vehicle-treated group. Scale bar: 100 μm. Original magnification, ×20 and ×40 (insets). *n* = 5 vehicle-treated mice and *n* = 4 ruxolitinib-treated mice. Data represent the mean ± SD. *n* ≥ 6. *P < 0.05, by unpaired, 2-tailed Student’s *t* test. Data presented in **A**–**C** are representative of 3 independent experiments.

**Figure 7:**
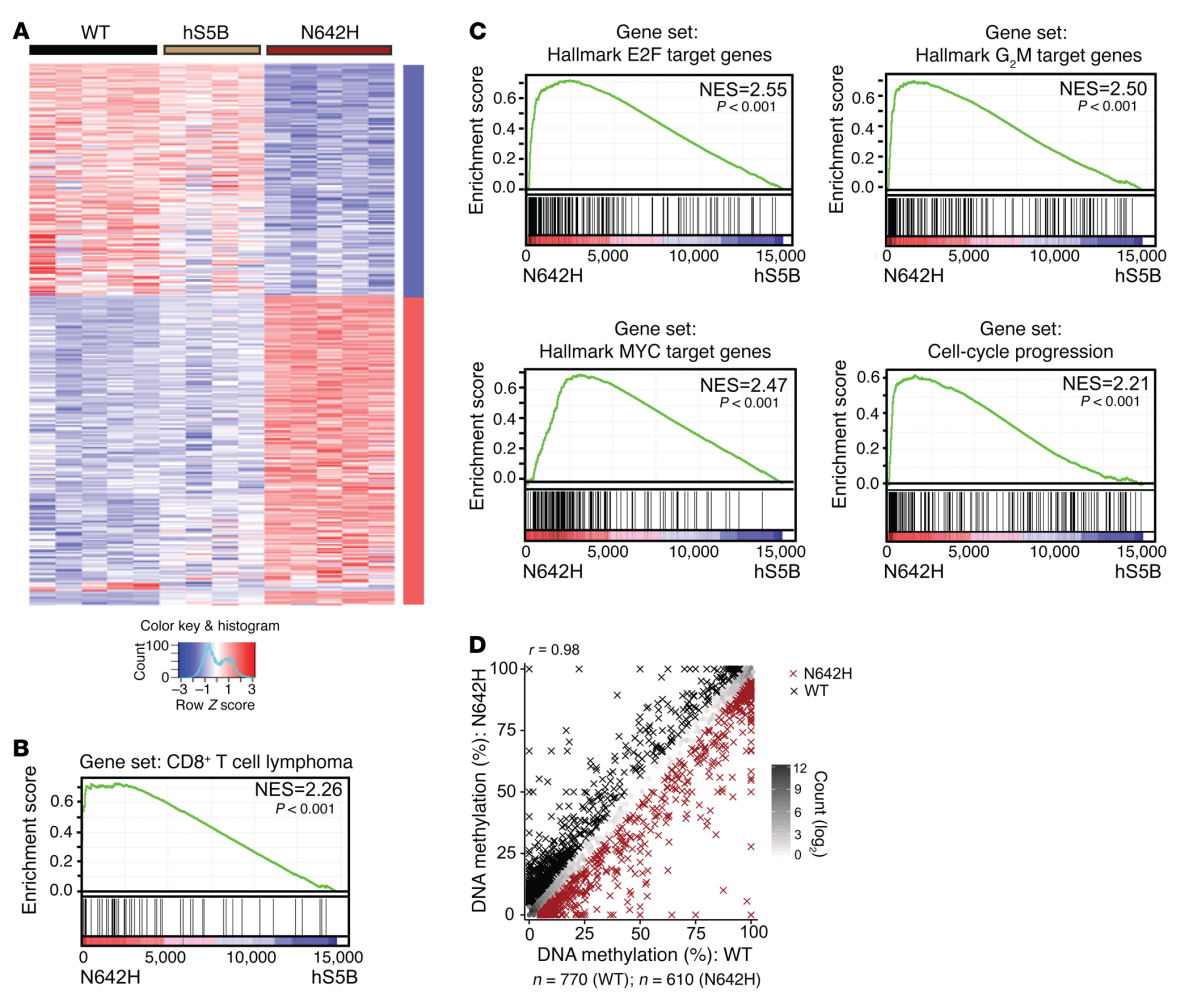
hSTAT5B^N642H^ provokes substantial changes in gene expression, accompanied by specific changes in DNA methylation of CD8^+^ T cells. (**A**) Heatmap showing *Z* scores of rlog-transformed and library size–normalized counts of genes upregulated (red) or downregulated (blue) in hSTAT5B or hSTAT5B^N642H^ and WT CD8^+^ T cells (FDR-adjusted *P* < 0.05). Analyses included 13-week-old WT (*n* = 5), hSTAT5B (*n* = 4), and hSTAT5B^N642H^ (*n* = 5) mice. Each column in the heatmap represents data from CD8^+^ T cells from 1 mouse of a given genotype, and each row represents data for a given gene. (**B**) Enrichment blot of the CD8^+^ T cell lymphoma expression signature. Barcode blot indicates the position of the gene in the gene set. Red and blue colors represent, respectively, positive and negative Pearson’s correlations with hSTAT5B^N642H^ CD8^+^ T cells. The gene set was obtained from published gene signature cytotoxic T cells (43, 44). (**C**) Top enriched gene sets are the results of GSEA including E2F target, G_2_M checkpoint, MYC target, and cell-cycle progression in hSTAT5B^N642H^ CD8^+^ T cells. *P* values in **B** and **C** were determined by Kolmogorov-Smirnov test. (**D**) Scatterplot contrasting the mean DNA methylation levels in WT and hSTAT5B^N642H^-mutant T cells in all CGIs covered in at least 1 sample per genotype (*n* = 15,209). The density of data points in each plot region is indicated by color intensity, and CGIs with lower DNA methylation in WT (*n* = 770) or hSTAT5B^N642H^ (*n* = 610) cells are indicated by black and red crosses, respectively (absolute difference ≥5 percentage points, *n* = 2 per genotype). Analyses included 13-week-old mice. NES, normalized enrichment score.

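The number of CGIs covered in at least 1 library per genotype depended on the reads asked of a CpG. With 1 read, 15375 CGIs were compared between WT and hSTAT5B N642H, 835 of them lower in WT and 735 lower in hSTAT5B N642H. With 10 reads, 14126 CGIs were compared, 608 lower in WT and 494 lower in hSTAT5B N642H. CGIs that at least 5 CpGs covered in every library numbered 12933, of which 389 were lower in WT and 265 in hSTAT5B N642H. Leaving out 1 of the 4 libraries at a time gave 1254 to 1415 CGIs past the threshold in both directions together.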

**Figure 8:**
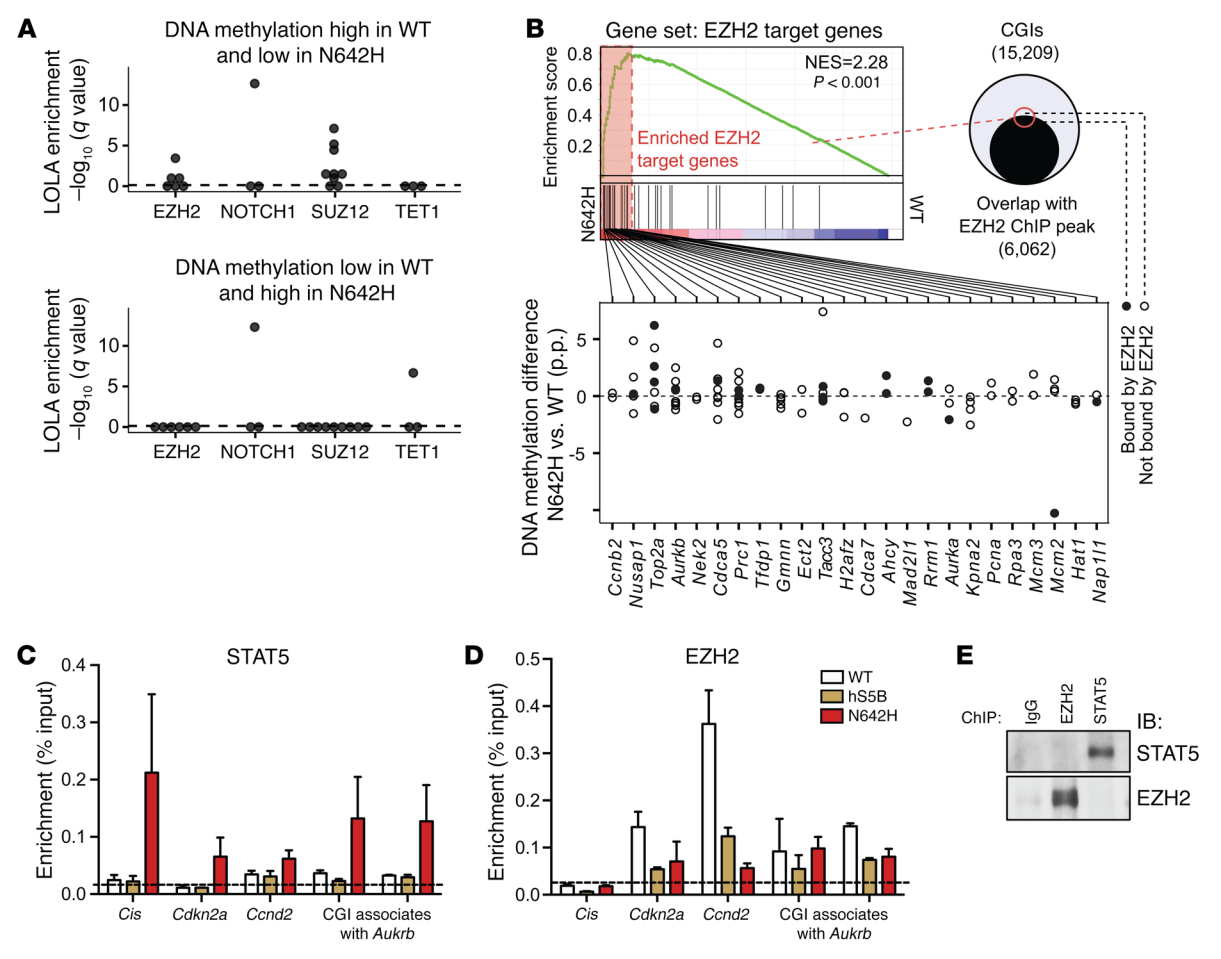
hSTAT5B^N642H^-driven DNA methylation changes accompanied by enhanced DNA-binding activity of STAT5 result in the induction of Aurora kinase B. (**A**) Region set enrichment analysis testing CGIs with lower DNA methylation in hSTAT5B^N642H^ cells than in WT cells (top) or lower DNA methylation in WT cells than in hSTAT5B^N642H^ cells (bottom). Enrichment was determined using LOLA (51). Each dot represents 1 ChIP-seq experiment for a given transcription factor from the CODEX database. The vertical dashed line represents the significance threshold (FDR-adjusted *P* ≤ 0.05). (**B**) Enrichment blot of EZH2 target genes in HSCs, together with their methylation states of EZH2-bound and EZH2-unbound CGIs 100 kb up- and downstream of the transcriptional start sites (TSSs). Barcode blot indicates the position of the gene in the gene set. Red and blue colors represent, respectively, positive and negative Pearson’s correlations with hSTAT5B^N642H^ CD8^+^ T cells. The gene set was obtained from the MSigDB (72). Black circles indicate CGIs overlapping with EZH2-binding sites. p.p., percentage points. *n* = 2 per genotype. ChIP with anti-STAT5 (**C**) or anti-EZH2 (**D**) in CD8^+^ T cells isolated from WT (*n* = 7), hSTAT5B (*n* = 7), or hSTAT5B^N642H^ (*n* = 4) mice. Binding of STAT5 to the *Cis* and *Ccnd2* promoters or binding of EZH2 to the promoter regions of *Cdkn2A* and *Ccnd2* served as positive controls. Horizontal dotted line indicates the threshold for nonspecific binding. (**E**) ChIP with anti-STAT5, anti-EZH2, or IgG in STAT5B^N642H^-expressing CD8^+^ T cells, followed by WB analysis. IB, immunoblot. Data presented in **C**–**E** are representative of 2 independent experiments. Error bars indicate the mean ± SD.

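The panel names 24 genes, and 95 CGIs lay within 100 kb of their transcription starts in GRCm38. A difference between hSTAT5B N642H and WT could be computed at 86 of them, with 45 higher and 41 lower in hSTAT5B N642H and a median of 0.0394 percentage points. At 74 of these CGIs the means were within 2 percentage points of each other. Past 5 percentage points there were 3 CGIs. The CGI from 88874242 to 88875232 on chromosome 6, near Mcm2, changed by -7.68 percentage points, from 10.2% in WT to 2.57% (limma, adjusted p = 0.856), and by -6.02 in hSTAT5B. Near Ahcy, 1 CGI changed by 6.18 percentage points (limma, adjusted p = 0.996), and by 0.152 in hSTAT5B. The WT libraries were at 12.0% and 2.74% there. The CGI from 98936172 to 98936439 on chromosome 11, which is 56504 bp downstream of Top2a, rose by 6.19 percentage points, from 79.4% to 85.6% (limma, adjusted p = 0.896), and by 7.40 in hSTAT5B. The EZH2-binding sites of the panel were not used here.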

**Figure 9:**
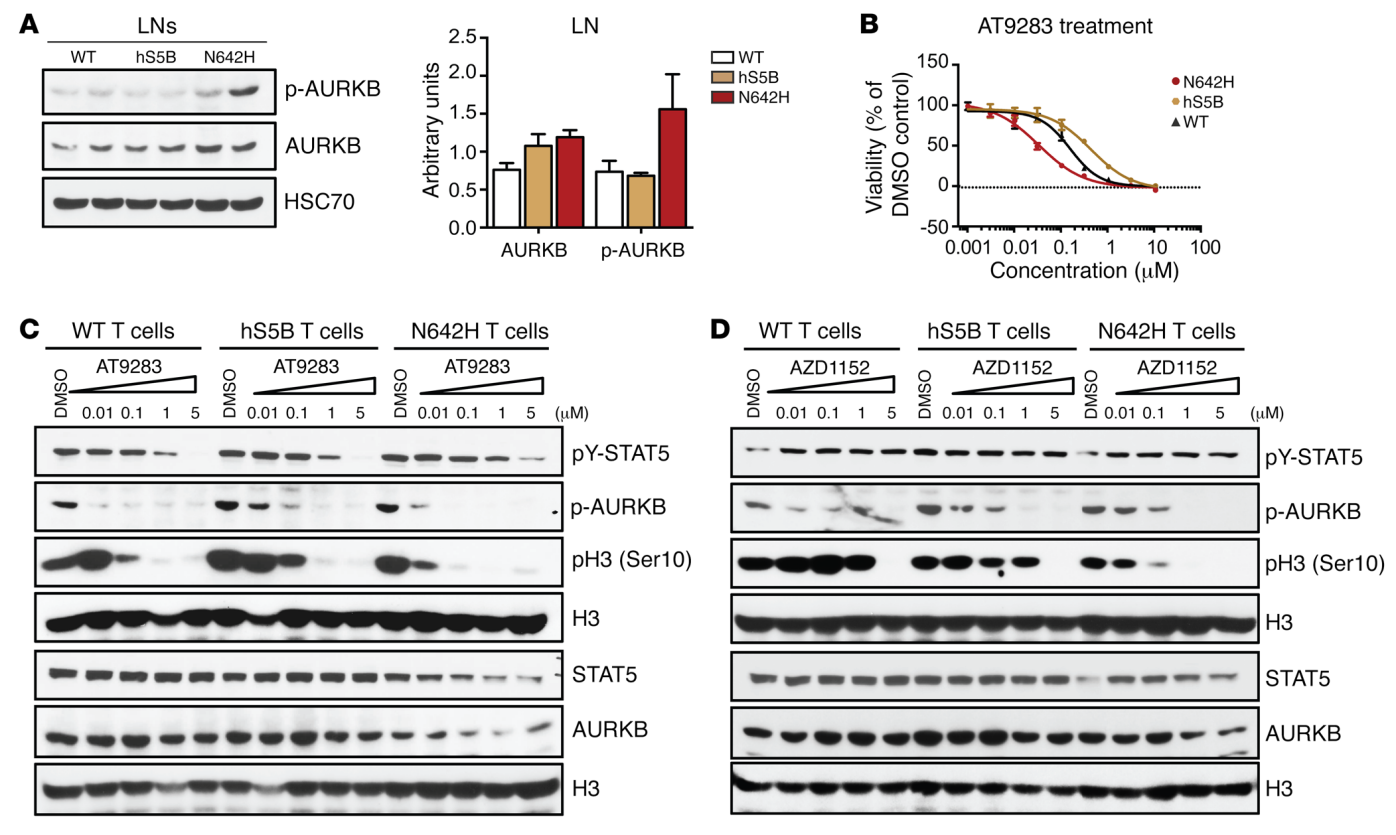
hSTAT5B^N642H^-driven diseased T cells are sensitive to Aurora kinase B inhibition. (**A**) WB analysis of p-AURKB, total AURKB, and HSC70 in LNs from WT and hSTAT5B^N642H^- and hSTAT5B-transgenic mice. WB quantification (bar graph) was performed using ImageJ. (**B**) Dose-response curves of WT, hSTAT5B^N642H^, or hSTAT5B T cells in response to AT9283 after 72 hours of treatment, analyzed using a CTG assay. IC_50_ values were determined using GraphPad Prism. Error bars indicate the mean ± SEM. DMSO (100% viability) and 10 μM bortezomib (0% viability) on each plate served as controls. *n* = 6 per genotype. (**C** and **D**) WB of hSTAT5B^N642H^, hSTAT5B, and WT T cell cultures after 5 hours of treatment with AT9283 or AZD1152, for determination of pY-STAT5, total STAT5, p-AURKB, total AURKB, p-H3 (Ser10), and total H3 levels. Data presented in **A**–**D** are representative of 3 independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

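DNA methylation was measured by RRBS in CD8+ T cells from LNs of WT, hSTAT5B, and hSTAT5B N642H mice, with 2 libraries per genotype, each from 1 mouse. The mRNA sequencing, ChIP, and drug experiments of the paper were not analysed here, nor were the CODEX binding sites and the MSigDB gene sets.

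The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with BSMAP in RRBS mode, and obtained methylation per CpG with their own Python code. The deposited files give, for each CpG, the count of methylated reads and of all reads, not normalized and with both strands of a CpG combined. The deposited files also give a score per CpG, which the authors made as the methylated share of the reads on a scale up to 1000, and which was used only to check the counts. The paper's text names no minimum of reads per CpG and no test per CGI. Depth per library is given with the results. CpGs with at least 1000 reads in a library were left out of genome-wide means.

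CGIs were called on the soft-masked GRCm38 sequence by the UCSC rule, with a score of 17 for a CpG against -1 for any other base, a length over 200 bp, GC over 50%, and an observed/expected CpG ratio over 0.6. All 4175106 distinct CpGs of the files are CG in this sequence. Genes and transcription starts were taken from GENCODE M21. The paper aggregated CpGs per CGI with RnBeads, and its text does not name the weights. Here the level of a CGI was the unweighted mean of its CpGs with at least 5 reads, and CGIs covered in at least 1 library of both genotypes were compared at the paper's threshold of 5 percentage points.

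Calls were made with limma on log2((methylated reads + 1)/(unmethylated reads + 1)) per CGI with at least 3 CpGs in every library, with all 6 libraries in 1 model and Benjamini-Hochberg adjustment at 0.05. The same model was used for tiles of 5 kb. The code was tested on simulated data, in which 200 CGIs drawn at random were changed in hSTAT5B N642H by 10, 20, or 40 percentage points. Their level was raised where it was low and lowered where it was high, with 1 spread between libraries for all CGIs. In the comparison of hSTAT5B N642H with WT, over 13637 CGIs, limma called 27%, 79.5%, and 96.5% of the changed CGIs. It also called 1, 7, and 9 unchanged CGIs. The quasi-binomial model called 27.5%, 72.5%, and 97% of the changed CGIs, and 6, 7, and 18 unchanged ones. Most CGIs had a low level: of the 13528 whose means were under 5 percentage points apart, 12431 were under 20% in WT. The shares called therefore mostly describe gains from a low level. They do not show how often a loss from an intermediate level would be called. Mean CpG methylation inside and outside CGIs was taken over CpGs with at least 10 reads in all 6 libraries and compared with exact permutation tests, 2-sided. The level around a gene was the mean over such CpGs within 10 kb of it, for genes with at least 10 of them. Lists of genes of antigen-experienced and naive CD8+ T cells, of T cells, of B cells, and of CD4+ T cells were set against 10000 random lists with as many CpGs, using genes with at least 3 CpGs.

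The named genes were those the paper names in its text, the labels of Figure 8B, and the CGIs and tiles with the largest changes among the limma calls. There were 0 such calls, so that the last part of the rule named none. The alternatives were 1 or 10 reads per CpG, pooled reads per CGI, at least 5 CpGs per library, autosomes, CpGs covered in all libraries compared, 10 percentage points, leaving out each library, and a different WT library for each comparison. For the calls they were at least 10 CpGs per library, a mean-variance trend, an offset of 0.5, only the genotypes compared, a quasi-binomial model with dispersions moderated by limma, Fisher's exact test on pooled reads, and the replicate number as a term of the model. Near named genes a distance of 100 kb was also used. The rule and these alternatives were set before the data were examined. The quasi-binomial model for tiles, leaving out each library in the genome-wide means, and the test on reads at a single CpG near Kntc1 were added afterwards.

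The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, and limma 3.58.1.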

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

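In this part, several tests were chosen only after the result was seen. They are those of read depth, of an equal loss at every CpG, of other cell types, of single CpGs at Il2rb, and of the Vav1 vector. The same holds for leaving out each library, the levels around genes, and the coverage comparisons. For read depth, the setting of at least 20 reads was planned, and only its use as a test came afterwards.

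The first result is in CpGs outside CGIs, which the paper does not discuss. Over 593292 CpGs, the mean level changed by -0.714 percentage points in hSTAT5B N642H compared with WT (SD 0.254). The exact permutation test gave p = 0.333, the smallest p that 2 libraries against 2 allow. The hSTAT5B N642H libraries were at 81.8% and 82.0% and the other 4 between 82.4% and 82.9%. Against these 4 libraries together the change was -0.817 (exact permutation test, p = 0.0667, the smallest that 2 against 4 allow). hSTAT5B changed by 0.205 against WT (exact permutation test, p = 0.667). Leaving out 1 library at a time gave -0.947 to -0.482. Inside CGIs the mean was higher in hSTAT5B N642H, by 0.234 percentage points. Read depth is argued against, since at CpGs with at least 20 reads the change was still -0.660. Fewer cells of other types in hSTAT5B N642H are argued against as the whole cause. Near Cd8b1 the level in hSTAT5B lay between those in WT and hSTAT5B N642H, yet outside CGIs hSTAT5B was not lower than WT. Outside CGIs, hSTAT5B N642H minus hSTAT5B was -0.920. Near Cd8a only WT replicate 1 stood apart, at 57.6%, while WT replicate 2 was at 22.2% and hSTAT5B at 20.6% and 29.8%. Cd8a therefore does not show fewer such cells in hSTAT5B than in WT, and the argument rests on Cd8b1. An equal loss of methylated cytosines at every CpG is argued against as well. Among CpGs at a level of at least 80% in hSTAT5B, isolated CpGs flanked by A or T changed by -3.08 and dense CpGs flanked by G or C by -0.509, a difference of -2.57. The test of bisulfite loss written beforehand did not decide. CpGs at 20% to 80% in hSTAT5B changed by -0.325 and CpGs at 95% or more by -0.719. That difference of 0.394 goes with a loss in bisulfite treatment, but the ranges over pairs of libraries overlap, from -1.03 to 0.378 and from -0.966 to -0.472. Other levels go against such a loss: CpGs at 80% to 95% changed by -1.41 (-1.91 to -0.911), more than those at 95% or more though with overlapping ranges, and CpGs under 20% rose by 0.749 (0.530 to 0.968), which a loss does not predict. The isolated and dense CpGs were compared in this way after that outcome was seen, and a conversion that depends on the sequence around a CpG stays open. Loss with cell division predicts a larger loss at isolated CpGs flanked by A or T. Over all levels these changed by -3.36 (3018 CpGs) and dense CpGs by -0.236 (169736 CpGs), a difference of -3.12. It was -3.47 and -2.77 in the 2 hSTAT5B N642H libraries, against 1.01 between the WT libraries. Cell division may therefore contribute, as a hypothesis. A larger share of antigen-experienced cells in hSTAT5B N642H mice cannot be told apart from other causes. The 14 of 18 genes of that list with a value changed by a mean of -0.866, within the random lists (29.6% were lower; 95% range -2.01 to 1.25), and the 8 of 10 genes of the naive list by -0.198 (66.0% were lower).

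The second result is the level within 10 kb of Il2rb, which lies on chromosome 15 from 78479256 to 78495271 and which the paper does not discuss for methylation. Over 12 CpGs with a median of 35 reads it was 83.1% and 84.3% in WT, 81.7% and 76.2% in hSTAT5B, and 61.8% and 58.8% in hSTAT5B N642H. The change of -23.4 percentage points in hSTAT5B N642H was the lowest of 15925 genes, whose 5th to 95th percentiles were -2.97 to 2.52, and hSTAT5B changed by -4.74. A strain variant at single CpGs is argued against, since 9 of the 12 CpGs were lower in both hSTAT5B N642H libraries than in both WT libraries, and the CpG with the largest loss held 18.4% of the loss. The first form of this test asked for at least 10 CpGs and was not met; the form used, a majority of the CpGs, was set after that. A stretch of linked variants stays open. Fewer cells of other types among the CD8+ cells of hSTAT5B N642H cannot be told apart from a change within CD8+ T cells. hSTAT5B N642H was -18.7 percentage points from hSTAT5B, but the level near Cd8b1 fell in the same order, from 44.2% and 45.6% in WT to 23.9% and 29.4% in hSTAT5B and 13.9% and 14.3% in hSTAT5B N642H. The genotype itself, or the disease of the hSTAT5B N642H mice, stays open and may act through either. A larger share of antigen-experienced cells among the CD8+ T cells also stays open and was not tested at Il2rb. By flow cytometry of spleens, the paper found central memory markers on many diseased CD8+ T cells. It also reports a higher percentage with effector memory markers than in WT.

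The third result is read coverage at Vav1, which the paper does not report. In 2 bins of 1 kb, starting at 57279001 and 57290001, coverage relative to WT was 16.6 in hSTAT5B and 13.9 in hSTAT5B N642H, while the other 13 bins of the gene together were at 1.11 and 1.06. The transgenes were made with a Vav1 vector, and copies of this vector may be the source of these reads. The test does not decide this, since the bins were chosen by their coverage. Methylation rose by 16.3 and 12.9 percentage points in hSTAT5B and hSTAT5B N642H at the 11 CpGs of these bins and changed by -0.0864 and -0.780 at the other 37, but the bins differ. In the bin at 57279001 the level of the reads was 7.49% and 9.66% in WT and 31.4% to 42.4% in the transgenic libraries, while in the bin at 57290001 it was 5.82% and 6.02% in WT and 7.05% to 10.4%. The bin at 57276001, with 1.76 to 3.06 times the WT coverage and not counted as extra, went from 2.86% and 13.0% to 45.6% to 66.7%. Whether methylated copies of the vector account for the rise is therefore left open. Of 165908 tiles of 5 kb, 11 had at least 2 times the WT coverage in all 4 transgenic libraries. Ranked by the lowest of these 4 ratios, tiles at Vav1, Stat5a, Stat5b, and again Vav1 came first, at 14.2, 7.47, 4.75, and 4.19. The next tile, near Gm47283, was at 2.68. This scan took in all tiles with enough WT reads and did not start from the genes of the transgene.

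The fourth result is coverage at the mouse Stat5 genes. Over the exons of Stat5a it was 4.18 times that of WT in hSTAT5B N642H and 4.19 times in hSTAT5B, with its introns at 0.411 to 1.06 in the 4 transgenic libraries. Reads of the human STAT5B transgene aligned to the mouse genes may be the source, since the transgene would hold exons alone. The test asked for exons of both genes at more than 2 times WT in all 4 transgenic libraries and did not decide, because of Stat5b alone. The exons of Stat5a were above this in all 4 libraries. Those of Stat5b were above 2 in 1 library, at 2.08 in hSTAT5B N642H replicate 2. They were at 1.66 and 1.62 in the hSTAT5B libraries, with introns at 1.05 and 0.889, and at 1.34 in hSTAT5B N642H replicate 1, where the introns of Stat5a and Stat5b were at 0.411 and 0.528. In WT the exons of both genes were between 0.953 and 1.05 in each library. A looser form of the test, exons above those of WT, was tried after that outcome and was met, and it is not used here as evidence. In the tile of 5 kb in Stat5b that starts at 100795001, coverage relative to WT was 4.75 and 5.28 in hSTAT5B. It was 5.17 and 5.74 in hSTAT5B N642H. This tile is among those picked by their coverage, so that it does not decide either.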

How the results depend on the processing

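The quasi-binomial model for tiles and leaving out each library in the genome-wide means were chosen only after the data were seen.

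The counts of CGIs past 5 percentage points stayed within 1.5 times with 1 or 10 reads per CpG, pooled reads, autosomes, and CpGs covered in all libraries compared. For hSTAT5B N642H and WT they were 1570, 1102, 1027, 1082, and 953. With each library left out they were 1254 to 1415 for hSTAT5B N642H and WT, 1190 to 1355 for hSTAT5B and WT, and 1206 to 1334 for hSTAT5B N642H and hSTAT5B. With at least 5 CpGs in every library the counts fell to 654, 606, and 647, and with 10 percentage points to 421, 370, and 403, in the same order. The fall with 10 percentage points follows from the construction. With at least 5 CpGs, the share of compared CGIs past the threshold also fell, from 7.70% to 5.06% for hSTAT5B N642H and WT, so that the CGIs with fewer CpGs were past it more often; the cause was not tested. The counts between the libraries of 1 genotype stayed within 1.5 times with 1 or 10 reads and on autosomes. Of 66 counts by direction, 13 moved by more than 1.5 times.

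For hSTAT5B N642H and WT, r was 0.977 with 1 read per CpG, 0.988 with 10 reads, 0.992 with at least 5 CpGs, 0.989 with CpGs covered in all libraries compared, and 0.980 to 0.984 with each library left out. For hSTAT5B and WT it was 0.983 with 1 read, 0.993 with at least 5 CpGs, 0.991 with CpGs covered in all libraries compared, and 0.983 to 0.985 with each library left out. The cause was not tested.

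limma made 0 calls for CGIs in all 3 comparisons with 1 or 10 reads, at least 10 CpGs, autosomes, a trend, an offset of 0.5, and the compared genotypes alone. For hSTAT5B N642H and WT, 570 to 857 CGIs had an unadjusted p under 0.05 in these models, and the smallest adjusted p was 0.209 to 0.901. The quasi-binomial model called 38, 4, and 33 CGIs, for hSTAT5B N642H and WT, hSTAT5B and WT, and hSTAT5B N642H and hSTAT5B, and 173, 1, and 29 tiles. The cause was not tested. Fisher's exact test called 1317, 799, and 1249 CGIs, which follows from its leaving out the spread between mice. Leaving out a library was not run for calls, since it leaves 1 library in a group. Libraries that share a number were not paired: over 12933 CGIs their deviations from the genotype means had r of -0.0119, -0.0397, and 0.00670. With the number as a replicate block there were 0 calls for CGIs (764, 865, and 792 at an unadjusted p under 0.05) and 0 for tiles (9207, 8151, and 9088). The other limma alternatives for tiles, 10 reads, autosomes, CpGs outside CGIs, and the compared genotypes alone, also gave 0 calls in all 3 comparisons, with 6733 to 9831 tiles at an unadjusted p under 0.05 for hSTAT5B N642H and WT, 5813 to 7988 for hSTAT5B and WT, and 6920 to 9988 for hSTAT5B N642H and hSTAT5B.

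The overlap of 438 CGIs fell to 269 with WT replicate 1 for hSTAT5B and WT replicate 2 for hSTAT5B N642H; the cause was not tested. The mean change outside CGIs was -0.752 to -0.660 under its planned settings and -0.947 to -0.482 with each library left out. Inside CGIs, leaving out each library gave 0.128 to 0.341.

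Of 104 values at CGIs near named genes under alternatives, 13 moved by more than the replicate SD, and the cause was not tested. The CGI near Ccnd2 starting at 127154937 went from -1.29 to -8.62 percentage points with 10 reads per CpG. With 1 or 10 reads per CpG, pooled reads, or a library left out, no CGI within 10 kb of Kntc1, Top2a, or Aurkb reached a loss of 5 percentage points. Kntc1 had no value with 10 reads per CpG, so that depth leaves the direction of its CGI undecided.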

Differences from the paper's values

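In this part, the comparison at a single CpG near Kntc1, with its test on reads, was chosen only after the result was seen. With the main settings, the values that the paper's text gives for the correlation, the CGIs compared, and the CGIs past the threshold were within the limits set for a difference, which for r is the rounding of the paper's 2 decimals. Under some alternatives they were not. For hSTAT5B N642H and WT, r was beyond that limit with 10 reads per CpG (0.988), pooled reads (0.986), at least 5 CpGs in every library (0.992), and CpGs covered in all libraries compared (0.989). The count of CGIs past the threshold differed by more than 1.5 times from the paper's with at least 5 CpGs (654) and with 10 percentage points (421), as did the counts lower in WT and lower in hSTAT5B N642H. With CpGs covered in all libraries compared, only the count lower in hSTAT5B N642H did (378).

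The paper lists Kntc1 and Top2a among genes with a loss of methylation at nearby CGIs in hSTAT5B N642H. The CGI upstream of Kntc1 was 55.3 percentage points higher in hSTAT5B N642H than in WT, from 1 CpG in the hSTAT5B N642H libraries. At this CpG, the only one with at least 5 reads in all 6 libraries, the difference was 24.5 (2-sided Fisher's exact test on reads, p = 0.275), and the rest came from unmethylated CpGs that reached 5 reads only in WT. The CGIs within 10 kb of Top2a changed by 2.84 and -0.161. With CGIs up to 100 kb away, 0 CGIs near Kntc1 and 0 near Top2a were lower by at least 5 percentage points. At the CGIs within 10 kb, none of the alternatives set before the data were examined and run for them gave such a loss. These were 1 or 10 reads per CpG, pooled reads, and leaving out each library. Kntc1 had no value with 10 reads.

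The paper states that these genes were not substantially affected in hSTAT5B. The CGI upstream of Kntc1 was 63.0 percentage points higher in hSTAT5B than in WT, again from 1 CpG in the hSTAT5B libraries and 32.3 at that CpG alone, and the CGIs within 10 kb of Top2a were not past the threshold.

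The paper describes a CGI associated with Aurkb as less methylated. The 3 CGIs within 10 kb changed by 0.666, -0.253, and -0.0702 percentage points in hSTAT5B N642H. The largest loss under the alternatives was -2.39, at the CGI starting at 69059410 with 1 read per CpG. Here too, the CGI meant by the paper may differ from those called here.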

Other observations

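In this part, the other splits of the libraries, the test of differences not tied to genotype, the quasi-binomial model for tiles, and the choice of the CGIs named here were made only after the result was seen.

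Counting noise cannot be told apart from other causes of the 1129 CGIs past 5 percentage points between hSTAT5B N642H and WT. Binomial reads drawn with 1 level per CpG in all 4 libraries put a median of 560.5 CGIs past it (530 to 595 over 20 draws), and the same levels without noise put 257 past it because libraries cover different CpGs. The draws treat reads as independent molecules, which RRBS reads are not, so that they give the least noise that counting makes and leave open whether it is larger. For this count, 1 of the 3 splits of the 4 libraries, the real one, gave as many CGIs as the real split, and 3 splits cannot give a share under 0.05. Differences between libraries that are not tied to genotype may account for much of the count, since a mixed split reached 824 CGIs against 982. For hSTAT5B and WT, a mixed split gave as many as the real one. A difference tied to genotype stays open for part of the CGIs.

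The quasi-binomial model called 38 CGIs between hSTAT5B N642H and WT, 19 higher and 19 lower in hSTAT5B N642H by their mean levels, with 31 past 5 percentage points. For CGIs, 1 of the 3 splits gave as many calls, the real one; the mixed splits gave 0 and 0. At an unadjusted p under 0.05 this model had 1083 CGIs in the real split and 666 and 602 in the mixed splits. For tiles of 5 kb it called 173, and again 1 of the 3 splits gave as many, with 0 and 0 calls in the mixed splits. At an unadjusted p under 0.05 it had 12736 tiles in the real split and 5463 and 5747 in the mixed splits. limma called 0 of the same CGIs and tiles (770 and 9531 at an unadjusted p under 0.05). Several called CGIs lie in Hox genes. The CGI in an intron of Hoxa3, on chromosome 6 from 52175602 to 52176139, changed by -35.3 percentage points, from 65.8% to 30.5% (adjusted p = 2.59e-06 from this model, whose 2 libraries per group share moderated dispersions by limma; lower in 2 of 2 hSTAT5B N642H libraries). The CGI at the start of Hoxa5 changed by -14.9 and those in introns of Hoxb3 by -49.2 and -27.2. A CGI of Runx1, on chromosome 16 from 92695558 to 92695816, changed by -39.2, from 82.0% to 42.8%. The CGI in Casz1 changed by -34.8, and CGIs in Camk2b and Dtx1 rose by 40.9 and 23.2. No biological explanation was tested for these CGIs.

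The level within 10 kb of Cd8a was 57.6% in WT replicate 1 and 22.2% in WT replicate 2, with 15.6% to 29.8% in the other 4 libraries. B cells among the cells of WT replicate 1 cannot be told apart from other causes. Their genes were at -0.277 percentage points in replicate 1 against replicate 2 (16 of 18 genes with a value, 7 higher; 60.8% of random lists were lower), and genes of T cells at -0.107 (15 of 15 genes; 66.0% lower), both within the random lists. CD4+ T cells would have lowered the level at their genes, but that list was 2.55 percentage points higher in replicate 1 (7 of 8 genes with a value, 98.9% of random lists lower), with 3 of the 7 genes higher, so that it decides nothing. Near Cd4 itself the level was 21.9% in replicate 1 and 22.4% in replicate 2. Near Cd79b, however, it was lower in replicate 1, at 39.6% against 50.8%, while near Cd79a it was 4.28% against 4.30%. No gene is in more than 1 of these lists. Outside the lists, the level near Cd8b1 was alike in the WT libraries, at 44.2% in replicate 1 and 45.6% in replicate 2. Near Thy1 it was higher in replicate 1, at 66.8% against 59.3%.

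Among the 13 genes of the text, 9 had a CGI within 10 kb, and 13 of the 15 CGIs with a difference were within 2 percentage points between hSTAT5B N642H and WT. The CGI at the start of Cdkn2a changed by -0.314, that near Cish by -0.152, that near Pim1 by -0.352, and those near Bcl2 by -1.06 and -0.514.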
